# RNA-Seq Technology Reveals the Mechanism of SDT Combined With Novel Nanobubbles Against HCC

**DOI:** 10.3389/fmolb.2021.791331

**Published:** 2022-02-07

**Authors:** Haitao Shang, Yichi Chen, Chunyue Wang, Shentao Zhang, Bolin Wu, Xitian Liang, Zhao Liu, Qiucheng Wang, Wen Cheng

**Keywords:** nanobubble, hepatocellular carcinoma, sonodynamic therapy, RNA-seq, HMME, LND

## Abstract

Sonodynamic therapy is widely used in the treatment and research of hepatocellular carcinoma. A novel targeted nanobubble complex mediated with Hematoporphyrin monomethyl ether and Lonidamine was structured as a sensitizer, characterized the properties, and studied the therapeutic effect on hepatocellular carcinoma. The complexes can promote the apoptosis of hepatocellular carcinoma cells and work better in combination with sonodynamic therapy. The differential expression of multiple types of RNA in hepatocellular carcinoma with sonodynamic therapy can be identified accurately with high-throughput RNA sequencing. The differential expressions of mRNA, lncRNA, and circRNA were analyzed by RNA-Seq. The enrichment analyses (Gene Ontology and KEGG) prompted the meaningful genes and pathways in the process of sonodynamic therapy in hepatocellular carcinoma cells. HMME-LND@C_3_F_8_-NBs conjugated with ultrasound is confirmed efficiently for inhibiting the development of hepatocellular carcinoma cells, and it is a combination of multiple genes and mechanisms.

## Introduction

As everyone knows, hepatocellular carcinoma (HCC) is characterized by rapid growth and high malignancy (Li et al., 2019). Just a few patients can have surgery at early stages (Ma et al., 2017), and the postoperative recurrence rate of HCC is approximately as high as 50% (Bruix et al., 2015). This shows that the exploration of efficient and safe methods for HCC therapy is necessary. The combination of low-intensity and low-frequency ultrasound (US) and the sensitizers specifically in tumor tissue to produce cell cytotosis is the principle of sonodynamic therapy (SDT) (Trendowski, 2015). This method is an extension of photodynamic therapy (PDT). In recent years, the development of new sensitizers and the combination with PDT and SDT have been a hot research topic (Guo et al., 2020; Hao et al., 2020; Yao et al., 2020). However, PDT has some limitations. First, the effect is not significant for deep tumors because of the low tissue-penetrating depth of light, such as HCC (Gnerucci et al., 2020; Poderys et al., 2020). Second, the patients, after the injection of a photosensitizer, must be shielded from sunlight to avoid possible phototoxicity (Qian et al., 2016). US is a safe and valid imaging modality with intense penetration of human tissue, thereby improving the penetration limitation of PDT (Wood and Sehgal, 2015). In addition, SDT has some advantages, such as low toxicity, noninvasiveness, and excellent repeatability (Hu et al., 2015). The cavitation effect of US stimulates the sonosensitizers; thus, highly toxic reactive oxygen species (ROS) are produced to kill the tumor cells (Zhu et al., 2018; Zheng et al., 2020). The effect of the sonosensitizer in conjunction with the US promotes the apoptosis of tumor cells. SDT is effective in treating a variety of tumors (Um et al., 2021). Recently, the application of SDT has been studied extensively (Wang et al., 2021), and our team also showed that SDT could promote cell apoptosis through the mitochondrial pathway in HCC cells (Yang et al., 2021).

Hematoporphyrin monomethyl ether (HMME) has higher tumor selectivity than other porphyrin-related agents used as the sonosensitizer. When combined with US irradiation, it could have a pronounced cytotoxic effect (Jia et al., 2016), so it is widely used in the clinic (Ao et al., 2010). However, the light stability and water solubility of HMME are poor, so the body absorption is limited (Huang et al., 2018). Lonidamine (LND) was introduced in 1979; its essence is an indazole derivative (Huang et al., 2020) and is found to have antitumor activity by acting on tumor mitochondria. First, the proton-linked monocarboxylate transporter and mitochondrial pyruvate carrier are inhibited by LND (Nath et al., 2016); thus, the lactate emission and the uptake of pyruvate are influenced. Second, complexes I and II of the mitochondrial electron transport chain are distracted (Nath et al., 2016). Third, LND affects the mitochondrial permeability transition pore, disrupting mitochondrial transmembrane potential (Ravagnan et al., 1999). However, LND is mildly effective in inhibiting tumor development as a single chemotherapeutic agent (Huang et al., 2020). Recently, the combination of LND and chemotherapeutic agents or physical therapies has been researched; the results show that the anticancer effects of drugs or the therapeutic efficacy of physical therapies could be enhanced by the combination (Wu et al., 2019). In addition, the nanometer system encapsulates with LND to improve tumor targeting (Cheng et al., 2019). In the preliminary experiment, we prepared the target nanobubbles (NBs) conjugated with siRNA and confirmed its treatment effect to HCC *in vivo* and *in vitro* (Shang et al., 2019; Wu et al., 2021a).

Hence, novel NBs loaded with HMME and LND were structured in our study, which serves as the vehicle for the sonosensitizers and drugs. The introduction of NBs could improve the biocompatibility of HMME. The novel NBs achieve when combined with low-frequency US (LFUS) irradiation to the controlled release of HMME and LND, facilitating the efficacy of SDT. Furthermore, RNA sequencing was applied to investigate the mechanisms of SDT in our study. The whole transcriptome was investigated with next-generation high-throughput RNA-Seq, a high-throughput and quantitative technology (Ravagnan et al., 1999; Wu et al., 2019). The levels of transcripts and their isoforms could be presented more accurately (Shao et al., 2019; Chen et al., 2020). Thus, a new type of therapeutic approach and new gene targets can be found in HCC.

## Materials and Methods

### Preparation and Characterization of HMME-LND@C_3_F_8_-NBs

DSPC, DSPE-PEG-2000, and DSPE-PEG2000-biotin (Avanti Polar Lipids, Alabaster, AL) were collected to be liposomes at the ratio of 9:.5:.5 mg. Next, 10 mg of lipid powder, HMME and LND solution (at the concentration ratio of 2:1) was mixed in chloroform. We evaporated the mixture on the rotary evaporator at 45°C–50°C until the dry mixed lipid thin film on the bottom of the bottle was formulated. Then, the dry lipid film was dissolved in 10 ml phosphate-buffered saline (PBS) and vortexed. The mini-extruders (Avanti Polar Lipids, Alabaster, AL, United States) were used to prepare nano-level mixture lipid NBs. The HMME-LND mixed lipid solution was transferred into a sealed bottle in which air was replaced with C_3_F_8_ (Research Institute of Physical and Chemical Engineering of Nuclear Industry, Tianjin, China). After oscillation, the HMME-LND vesicles (HMME-LND@C_3_F_8_-NBs) were ready for characterization. HMME @C_3_F_8_-NBs were prepared in the same method, and the only difference is the absence of LND in the complex.

Scanning electron microscopy (SEM, Hitachi SU5000, Japan) and transmission electron microscopy (TEM, Hitachi TEM system, Japan) were applied to observe the HMME-LND@C_3_F_8_-NBs after fabrication. Dynamic light scattering (DLS, Zetasizer Nano ZS90, Malvern Instruments, United Kingdom) measured the size distribution and the zeta potential. Absorption spectra were recorded by the let–visible spectrophotometer (UV-Visible Spectrophotometer, Thermo Evolution 201, America).

### Cell Culture

The Institute of Cancer Research affiliated with the Harbin Medical University provided the HCC cell lines (Huh7 and HepG2), which the Ethics Committee approved. Dulbecco’s Modified Eagle Medium (DMEM, Hyclone, Logan, UT, United States) added 12% fetal bovine serum (FBS, Gibco, Carlsbad, CA) to cultivate HepG2 and Huh7 cells. The cells were placed in the incubator with 5% CO_2_ at 37°C.

### Cytotoxicity Assay With CCK-8

For the assay, 1 × 10^4^ cells of HepG2 and Huh7 were seeded into 96-well plates incubated for 24 h separately. Afterward, the fresh DMEM mixed with different concentrations of LND, HMME, HMME@C_3_F_8_-NBs, and HMME-LND@C_3_F_8_-NBs replaced the culture medium. US (1 MHz, 3.5 W/cm^2^) irradiated the cells incubated with HMME, HMME@C_3_F_8_-NBs, and HMME-LND@C_3_F_8_-NBs for 30 s. The cell counting kit 8 (CCK–8) assessed the cell viability of HepG2 and Huh7 after 24 h. The microplate reader (Promega Corp, Madison, WI, United States) detected the absorption of the plates at 450 nm wavelength. The combination index (CI) values were calculated using CompuSyn software19.

### Intracellular ROS Generation Detection and Mitochondrial Membrane Potential Assay

After the treatment with different groups combined with US (1 MHz, 3.5 W/cm^2^), HepG2 cells and Huh7 cells were incubated with DCFH–DA (Applygen Technologies Inc., Beijing, PR China) for 20 min, the concentration of DCFH–DA was 10 mmol/L.

The mitochondrial membrane potential for early apoptosis was detected with a JC-1 fluorescence probe (Beyotime, Jiangsu, China). First, JC-1 liquid was added in HepG2 and Huh7 cells for 20 min without light, and then, JC-1 staining buffer was used to wash the cells twice before taking photos with the fluorescence microscope. ImageJ software (National Institutes of Health, Bethesda, MD, United States) calculated the average intensity of fluorescence.

### Cell Apoptosis Assay

The annexin V-FITC Apoptosis Detection Kit (Beyotime, Jiangsu, China) tested the apoptosis of HepG2 and Huh7 cells; 8 × 10^4^ cells, which were washed with cold PBS, were counted and resuspended in 195 μl combination liquid, and then, those cells were stained with 5 μl Annexin V-FITC and 10 μl propidium iodide (PI). The apoptosis rates were measured with flow cytometry (BD Biosciences, United States) immediately. Annexin V-FITC+/PI− confirmed the apoptotic cells, and Annexin V-FITC+/PI + stained the necrotic cells.

### Measurement of Whole Transcriptome Library

The total RNAs before (HepG2 cells named Group A and Huh7 cells named Group C) and after (HepG2 cells named Group B and Huh7 cells named Group D) treated with HMME-LND@C_3_F_8_-NBs were isolated and tested. The following sequencing of genes was implemented by Novogene Bioinformatics Technology Cooperation (Beijing, China).

#### RNA-Seq of Samples

The raw material for the RNA-Seq was approximately 10 μg RNA per group. The index-coded samples were clustered with cBot Cluster Generation System (TruSeq PE Cluster Kit v3-cBot-HS, Illumia). Then, the libraries were sequenced on the Illumina HiSeq 2,500 platform, and the data were uploaded into NCBI’s Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE171857).

#### Data Analysis of Sequencing

In processing raw data, clean data with high quality for the following analyses were selected and calculated by eliminating ploy-N or low-quality reads.

#### Quantification of the RNA Expression Levels

Cuffdiff (v2.1.1) was applied to calculate the fragments per kilo-base of exon per million fragments mapped (FPKMs) of the RNAs (Trapnell et al., 2010), which was mainly based on the length of the fragments and the read count mapped to the fragment; it means fragments per kilo-base of exon per million fragments mapped (Wu et al., 2020).

#### Analysis of the Differential Genes

The adjusted *p*-value of differentially expressed genes was selected as <.05. The statistical routines provided from Cuffdiff were based on the negative binomial to determine differential expression in gene expression data (Trapnell et al., 2010).

The GO seqR package implemented the Gene Ontology (GO) enrichment analysis of differentially expressed RNAs (Young et al., 2010). The high-level functions and utilities of the biological system from the molecular level were explored by the Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa et al., 2008). GO-seq and KOBAS software were applied in this step, and the corrected *p* < .01 was significantly enriched.

### Validation of RNA-Seq and Selection of lncRNAs

We selected some differentially expressed lncRNAs to reveal further clarifying mechanisms in the treatment of HCC on the gene level because of the complexity of lncRNAs. The differentially expressed genes between the two parallel experimental groups (FDR < .01, the FC value was in the same direction, and the absolute value was more significant than two) were screened to verify the accuracy of RNA-seq. Next, we compared the differential lncRNAs with the Lnc2Cancer (Gao et al., 2021) and LncRNADisease (Bao et al., 2019) database, The lncRNAs consistent with RNA-seq and associated with HCC from both databases were selected. Finally, the selected lncRNAs were validated with a molecular biology experiment.

### Quantitative Reverse Transcription-Polymerase Chain Reaction (qRT-PCR)

Trizol reagent (Thermo Fisher Scientific, Carlsbad, United States) was used to obtain the RNAs from HepG2 and Huh7 cells. Then, the researcher reverse transcribed the RNA to cDNA (Transcriptor First Strand cDNA Synthesis Kit, Roche, Switzerland, Germany). The qRT-PCR was performed by the SYBR Green real-time detection kit (CWBio, Beijing, China) with the CFX96 Detection System (Bio-Rad, California, United States). The relative expression of LINC00601 and ZFAS1 was calculated using the 2-ΔΔCt method and repeated three times. The following primers were used: LINC00601 (Forward: 5′-GAG​CTG​CAC​TGA​CCA​GTA​GG-3′, Reverse: 5′GTG​CTG​GCA​GAT​GGA​TCA​CT-3′); ZFAS1: (Forward: 5′-ACG​TGC​AGA​CAT​CTA​CAA​CCT-3′, Reverse: 5′-TAC​TTC​CAA​CAC​CCG​CAT-3′); GAPDH (Forward: 5′-CAT​GAG​AAG​TAT​GAC​AAC​AGC​CT-3′, Reverse: 5′-AGT​CCT​TCC​ACG​ATA​CCA​AAG​T-3′).

### Statistical Analysis

GraphPad Prism 8 software and Origin 2019 software performed statistical analysis. The experiments of HCC cells were repeated three times. The data were presented as an average of three replicates ±standard deviation; the *p* < .05 was considered statistically significant between control and samples values.

## Results

### Characterization of HMME-LND@C_3_F_8_-NBs

The appearance of pure NBs was shown as a uniform white emulsion (right of Figure 1A), and the HMME-LND@C_3_F_8_-NBs were rendered as a uniform pink emulsion (left of Figure 1A). Figures 1B,C displayed that HMME-LND@C_3_F_8_-NBs are shown as uniformly round under SEM and TEM. The size of the NBs was 284.76 ± 83.7 nm (Figure 1E). The zeta potential value of the complexes was –7.78 ± 6.72 mV (Figure 1F), and this showed that the HMME-LND@C_3_F_8_-NBs complexes were negatively charged. The absorbance peaks of HMME and LND were observed for the HMME-LND@C_3_F_8_-NBs (Figure 1D), indicating the joint of HMME and LND into NBs.

**FIGURE 1:**
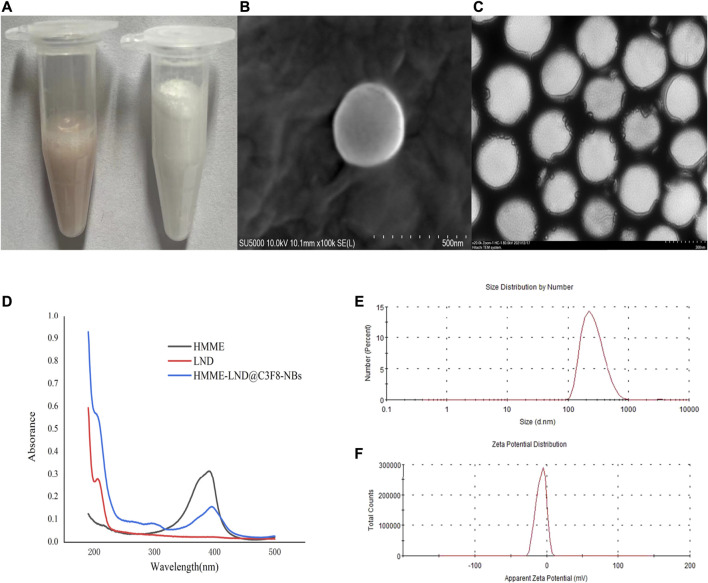
Fabrication and characterization of HMME-LND@C_3_F_8_-NBs. **(A)** The appearance of HMME-LND@C_3_F_8_-NBs (left) and pure NBs (right). HMME-LND@C_3_F_8_-NBs present with uniformly pink in color. **(B)** SEM image of HMME-LND@C_3_F_8_-NBs. **(C)** TEM image of HMME-LND@C_3_F_8_-NBs. **(D)** Absorption spectra of HMME, LND and HMME-LND@C_3_F_8_-NBs. **(E)** Size distribution of HMME-LND@C_3_F_8_-NBs by number. **(F)** Zeta potential distribution of HMME-LND@C_3_F_8_-NBs.

### Cytotoxicity Assay of HCC Cells

The viability of HepG2, Huh7 cells was examined after interference with LND, HMME, HMME @C_3_F_8_-NBs, and HMME-LND@C_3_F_8_-NBs for 24 h. The results show that all the groups reduced the cell viability in a dose-dependent manner (Figures 2A,B, all *p* < .05). Figures 2A,B also show the half-maximal inhibitory concentration (IC50) of the four groups. The IC50 (shown as HMME/LND) of HMME-LND@C_3_F_8_-NBs in HepG2 cells and Huh7 cells were 7.01/3.50 μg/ml (CI value: .713) and 2.99/1.50 μg/ml (CI value: .264). The groups of HepG2 cells (Figure 2C) and Huh7 cells (Figure 2D) treated with HMME-LND@C_3_F_8_-NBs show more significant cytotoxicity than the other groups (all *p* < .05); the results reveal that NBs combined with HMME and LND decreased cell viability more significantly than LND alone, HMME alone, and NBs combined with HMME.

**FIGURE 2:**
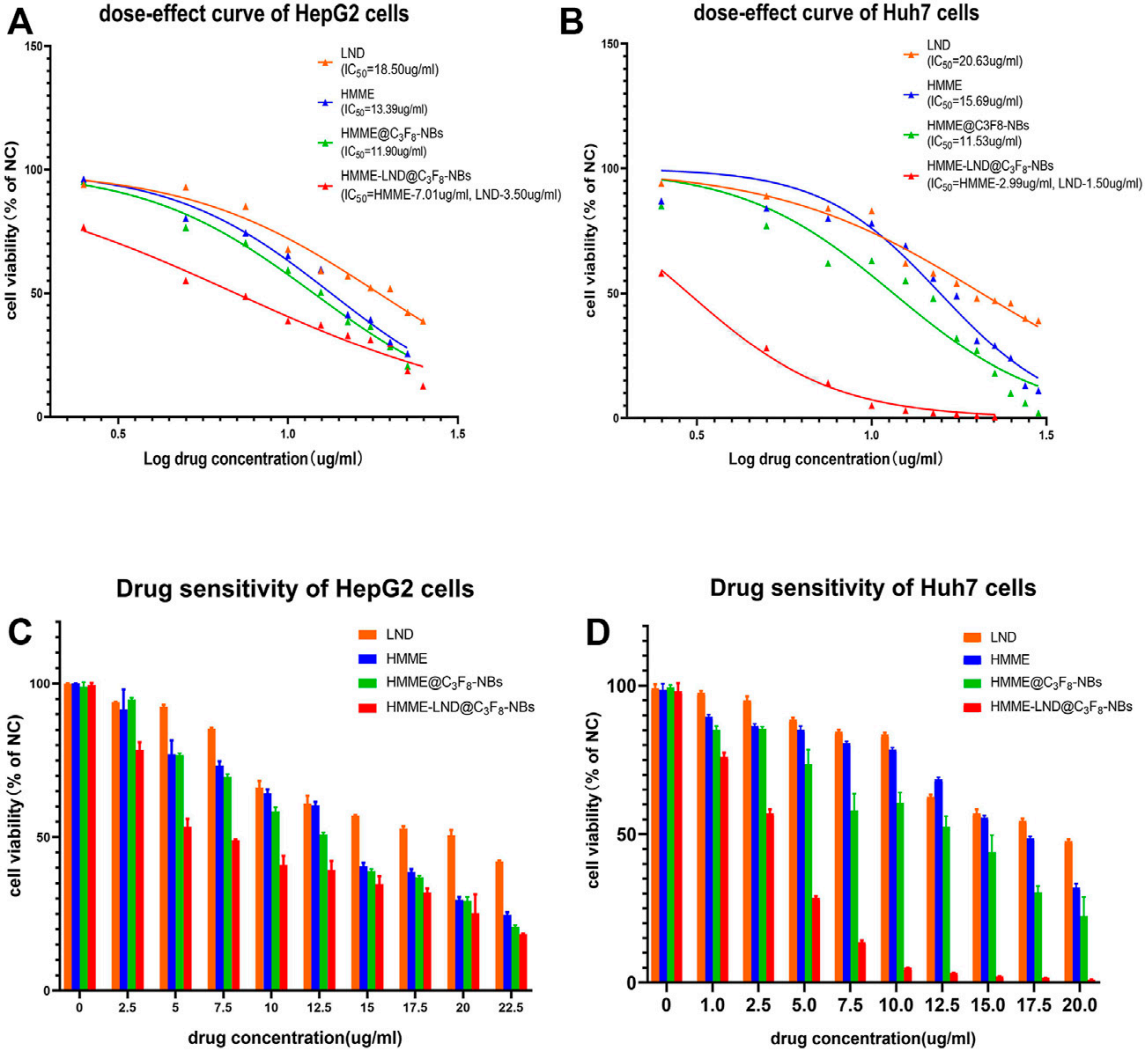
Comparison of drug resistance in the groups of LND, HMME, HMME @C_3_F_8_-NBs, and HMME-LND@C_3_F_8_-NBs. **(A)** The dose-effect curves of HepG2 cells to LND (orange curve), HMME (blue curve), HMME@C_3_F_8_-NBs (green curve), and HMME-LND@C_3_F_8_-NBs (red curve). **(B)** The dose-effect curves of Huh7 cells to LND (orange curve), HMME (blue curve), HMME@C_3_F_8_-NBs (green curve), and HMME-LND@C_3_F_8_-NBs (red curve). **(C)** Drug sensitivity of HepG2 cells to LND (orange column), HMME (blue column), HMME@C_3_F_8_-NBs (green column), and HMME-LND@C_3_F_8_-NBs (red column). **(D)** Drug sensitivity of Huh7 cells to LND (orange column), HMME (blue column), HMME@C_3_F_8_-NBs (green column), and HMME-LND@C_3_F_8_-NBs (red column).

### Intracellular ROS Generation

The HMME-LND@C_3_F_8_-NBs groups in HepG2 and Huh7 cells exhibited more green fluorescence than the other three groups as shown in Figures 3A,C, which confirms that the HMME-LND@C_3_F_8_-NBs could be a more effective sonosensitizer generating ROS with LFUS. The fluorescence intensity of HMME @C_3_F_8_-NBs with LFUS was higher than HMME at the corresponding concentrations. Compared with the HMME @C_3_F_8_-NBs groups, LND improved the ability of the NBs complex to produce ROS. The quantification of fluorescence intensity in different groups of HepG2 and Huh7 cells was shown in Figures 3B,D. The fluorescence intensity of each group was statistically significant.

**FIGURE 3:**
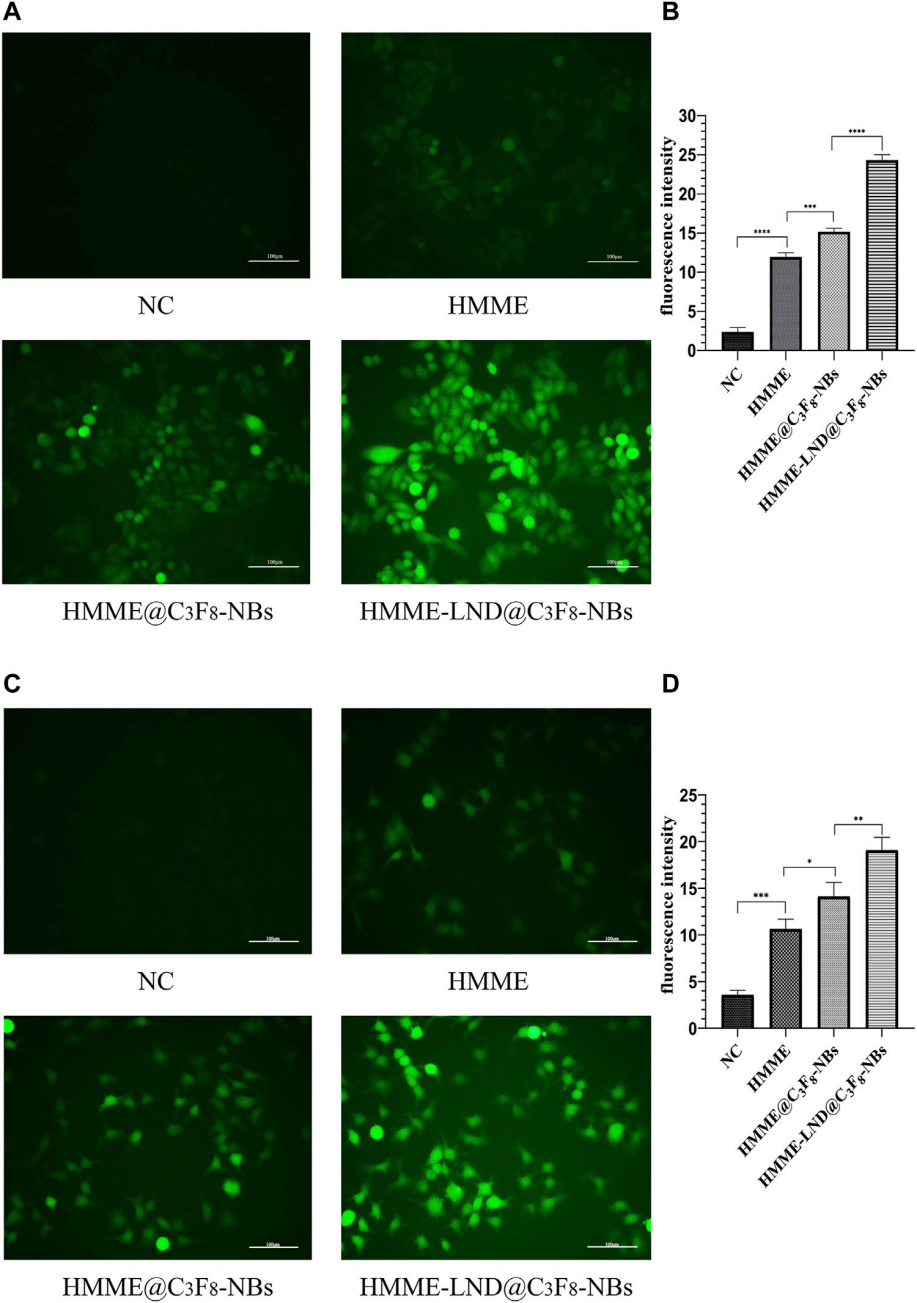
Image of intracellular ROS generation. **(A)** Fluorescence imaging of HepG2 cells stained by DCFH-DA. **(B)** The quantification of fluorescence intensity in four treatment groups of HepG2 cells. **(C)** Fluorescence imaging of Huh7 cells stained by DCFH-DA. **(D)** The quantification of fluorescence intensity in four treatment groups of Huh7 cells. *p < .05, **p < .01, ***p < .001, ****p < .0001.

### Mitochondrial Membrane Potential Detection

Fluorescence microscopic imaging was used to detect the mitochondrial membrane potential in HepG2 (Figure 4A) and Huh7 cells (Figure 4C). The mitochondrial membrane potential decreased after treatment with HMME-LND@C_3_F_8_-NBs more significantly than the control group, which showed conspicuous green fluorescence. NBs mediated with both HMME and LND were more evident than the NBs only mediated with HMME. The ratio of red to green fluorescence decreased memorably, quantifying fluorescence intensity as shown in Figures 4B,D. JC-1 aggregate converted to a monomeric form in the HepG2 cells, and Huh7 cells after SDT mediated with NBs complex, namely, early apoptosis occurred in the treatment group.

**FIGURE 4:**
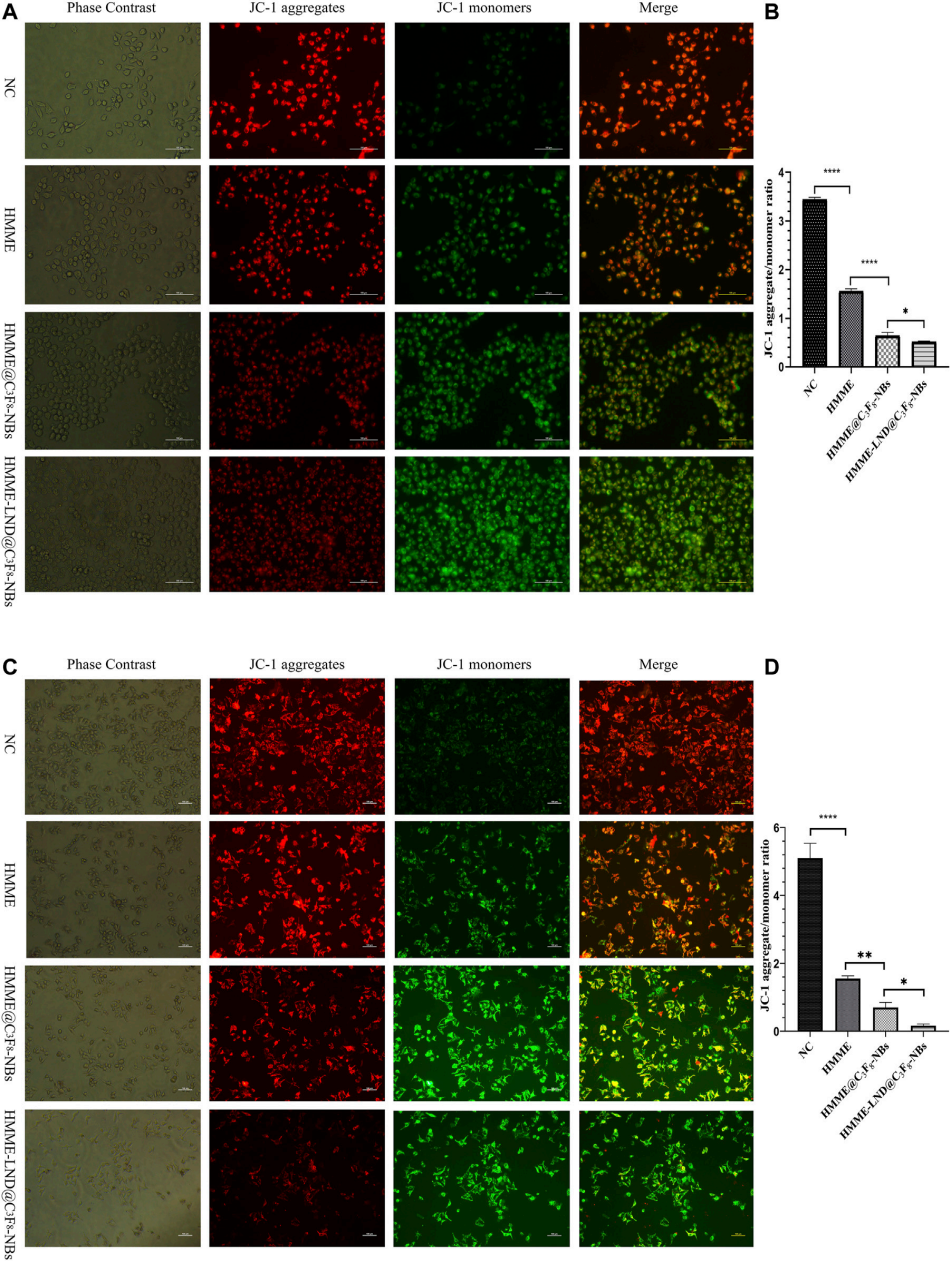
Mitochondrial membrane depolarization occurs during cell apoptosis. **(A)** Fluorescence imaging of HepG2 cells stained with JC-1 in different treatment groups. **(B)** The aggregate/monomer fluorescence intensity ratio of JC-1 in HepG2 cells. **(C)** Fluorescence imaging of Huh7 cells stained with JC-1 in different treatment groups. **(D)** The aggregate/monomer fluorescence intensity ratio of JC-1 in Huh7 cells. *p < .05, **p < .01, ***p < .001, ****p < .0001.

### The Cell Apoptosis of HCC Cells After SDT

HepG2 and Huh7 cells were stained with HMME, HMME @C_3_F_8_-NBs, and HMME-LND@C_3_F_8_-NBs combined with LFUS for 24 h. The results show that the proportion of apoptotic cells (Q4) and necrotic cells (Q2) in the HMME-LND@C_3_F_8_-NBs group was higher than the others (Figure 5). That is, the NBs mediated with HMME induced apoptosis in HepG2 and Huh7 cells, and the addition of LND amplified the effect significantly.

**FIGURE 5:**
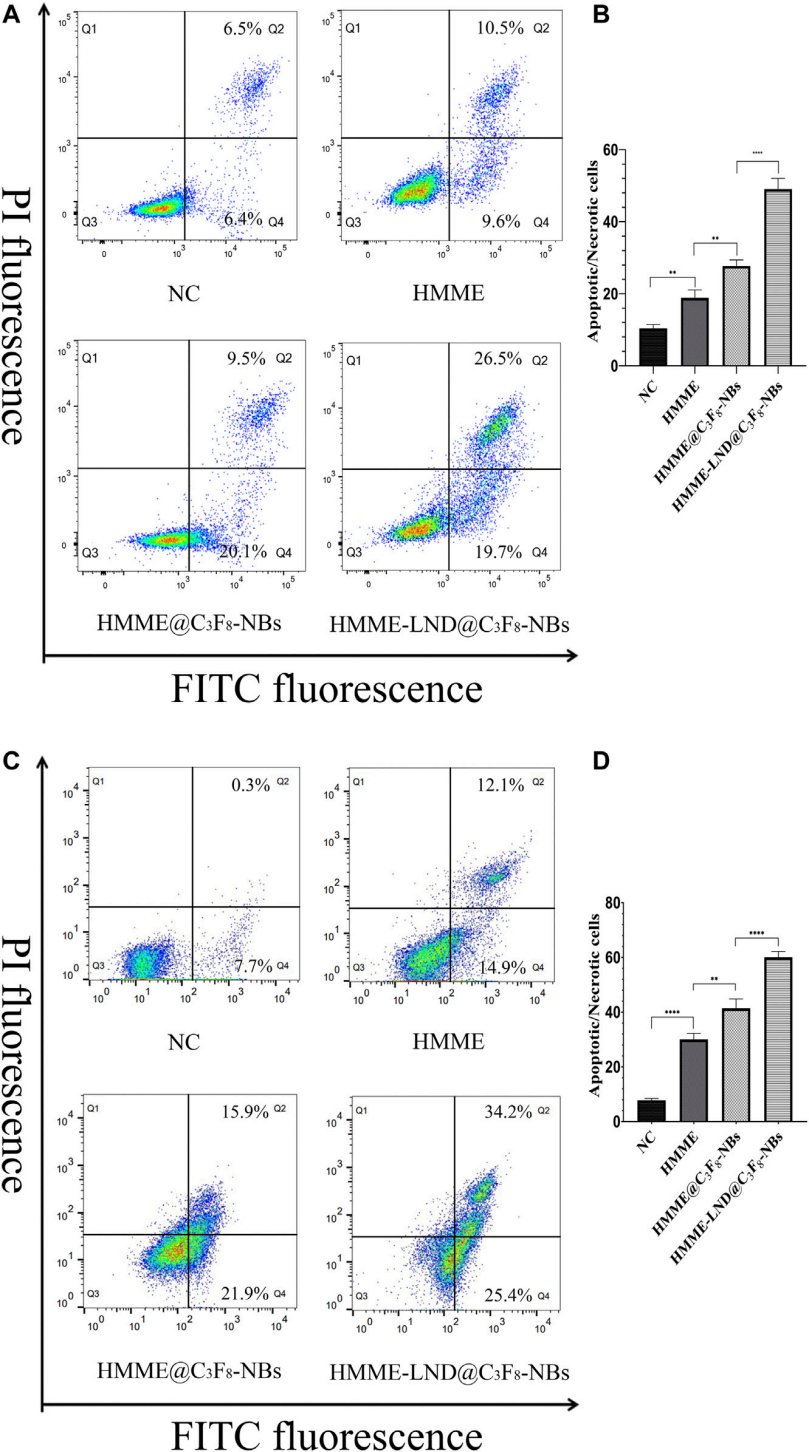
HMME-LND@C_3_F_8_-NBs induced cell apoptosis significantly. **(A)** HepG2 cells were treated with HMME, HMME@C_3_F_8_-NBs, and HMME-LND@C_3_F_8_-NBs for 24 h and then stained with Annexin-V and PI before being analyzed by flow cytometry. **(B)** The statistical results of the four groups of cell apop tosis in HepG2 cells. **(C)** Huh7 cells were treated with HMME, HMME@C_3_F_8_-NBs, and HMME-LND@C_3_F_8_-NBs for 24 h and then stained with Annexin-V and PI before being analyzed by flow cytometry. **(D)** The statistical results of the four groups of cell apoptosis in Huh7 cells. *p < .05, **p < .01, ***p < . 001, ****p < .0001.

### RNA-Seq Analysis of mRNAs, lncRNAs, and circRNAs

Almost 361.8 million clean reads were isolated. The classification of raw reads is shown in Supplementary Figure S1. Almost 7,219 lncRNA transcripts were filtered as novel lncRNAs (Figure 6A). Those lncRNAs included 44.8% long intergenic noncoding RNAs (lincRNAs), 13.6% antisense lncRNAs, and 41.6% sense overlapping lncRNAs (Figure 6B). The distribution of expression levels of genes is shown with boxplots (Figure 6C).

**FIGURE 6:**
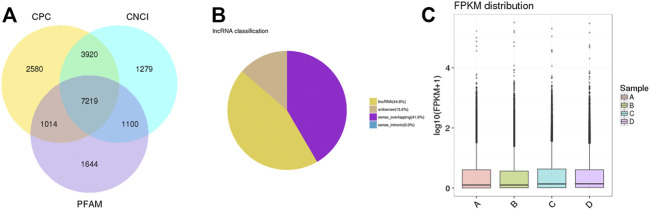
Coding potential analysis. **(A)** In this Venn diagram, three tools were selected to analyze the coding potentials of lncRNAs, including CNCI, CPC, and PFAM. A total of 7,219 lncRNA transcripts were filtered as novel lncRNAs. **(B)** The classification of filtered lncRNAs. **(C)** Boxplots showing the distribution of expression levels of genes.

### Analysis of Differential Expressed Genes

The level of mRNA, lncRNA, and circRNA were standardized based on the FPKM method. 

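HepG2 and Huh7 are established human liver cancer cell lines. In SDT, ultrasound activates a sensitizer inside the cells; here the sensitizer HMME was carried together with lonidamine (LND) in nanobubbles. Total RNA depleted of ribosomal RNA was sequenced from 4 groups, with 1 library in each: HepG2 cells before (group A) and after (group B) treatment, and Huh7 cells before (group C) and after (group D) treatment. The paper gives an RNA input of about 10 μg per group, whereas the sample labels give 3 μg. With 1 library per group, no difference between groups has a replicate check, and the tests over gene lists describe these lists and not the conditions. The depth of each library was not used here.

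For each of the 2 comparisons (B vs. A and D vs. C), the authors deposited a table of GO terms and a table of KEGG pathways for the differentially expressed mRNAs. Each row gives the number of listed genes, meaning differentially expressed genes under that term or pathway, the number of background genes under it, the authors' p-value and corrected p-value, and the identifiers of the listed genes. The tables hold neither expression values nor the direction of change. The GO p-values came from GOseq, which corrects for gene length, and the KEGG p-values came from KOBAS. From the identifiers, the list of differentially expressed mRNAs with an annotation was rebuilt for each comparison. Over-representation was then recomputed with a one-sided hypergeometric test without length correction, which is Fisher's exact test with the listed genes counted inside the background, and the p-values were corrected by the Benjamini-Hochberg method over the rows of each table. The threshold was a corrected p-value under 0.01, as in the paper. The GO background comprised 22148 annotated genes whether or not the cells expressed them, so an enrichment among the called genes was not separated from an enrichment among the genes expressed highly enough to be called.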

Differentially expressed mRNA, lncRNA, and circRNA were identified by edgeR software, the BH correction was performed on the obtained *p* values, and *p* < .05 were selected as differentially expressed mRNA, lncRNA, and circRNA. 

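The rebuilt list of group B vs. A comprised 4783 annotated mRNA genes, 21.6% of the GO background, and that of group D vs. C comprised 4369 genes, 19.7% of the background. Of these, 4768 and 4360 genes carried Ensembl identifiers, and these were the genes annotated as protein-coding in GENCODE release 29. The remaining 15 and 9 genes were assembled loci without an Ensembl identifier. The KEGG tables listed fewer genes, 1693 in group B vs. A and 1636 in group D vs. C, because only genes assigned to a pathway enter them. Of the genes in the KEGG tables, 17 and 12 were outside the corresponding GO list.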

In total, 5,035 mRNA genes were differentially expressed between groups B and A, including 3,013 upregulated and 2022 downregulated genes (Figure 7A left); meanwhile, 4,578 mRNA genes were detected between groups D and C, including 2,348 upregulated and 2,230 downregulated transcripts (Figure 7A right). The expression of lncRNA in the groups also showed differences: 3,693 lncRNA (including 2,187 upregulated and 1506 downregulated genes) genes expressed differentially in group B vs. A (Figure 7B left); meanwhile, 3,664 lncRNA genes were found in group D vs. C, including 2029 upregulated and 1635 downregulated genes (Figure 7B right). Then, a total of 4,321 circRNA genes were expressed differentially between groups B and A, including 3,324 upregulated and 997 downregulated genes (Figure 7C left). Meanwhile, 3,868 circRNAs were differentially expressed between groups D and C, including 2,307 upregulated and 1561 downregulated genes (Figure 7C right). 

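The rebuilt lists of groups B vs. A and D vs. C had 2281 annotated mRNA genes in common. This was 47.7% of the HepG2 list (95% Wilson confidence interval, 46.3% to 49.1%) and 52.2% of the Huh7 list (50.7% to 53.7%), where the intervals cover counting error only. Lists of these sizes drawn independently from the GO background would share 943.5 genes on average, so the observed number was 2.42 times that value. The value for independent lists takes no account of which genes the cells expressed. When only protein-coding genes were used, 2276 genes were shared. The number that moved most was that of the KEGG tables, which had 863 genes in common. The direction of change in each cell line was not compared, since the tables do not hold it.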

The above result of groups B/A and D/C were compared and shown with Venn pictures, 2,390 mRNA genes, 1556 lncRNA genes, and 1456 circRNA genes are the same part of the comparison result of the two samples (Supplementary Figure S2). In other words, those genes were differentially expressed in the two HCC cell lines after SDT; we call them stable differential genes of two parallel groups. The differentially expressed mRNAs, lncRNAs, and circRNAs were performed with cluster analysis, and the heat map (red and blue indicate high and low expression genes separately) shows the result according to log10 (FPKM+ 1) value (Figure 8). Groups A and B were similar to groups C and D separately, indicating that these genes were differentially expressed in HepG2 and Huh7 cells and could be used as biomarkers to predict their status.

**FIGURE 7:**
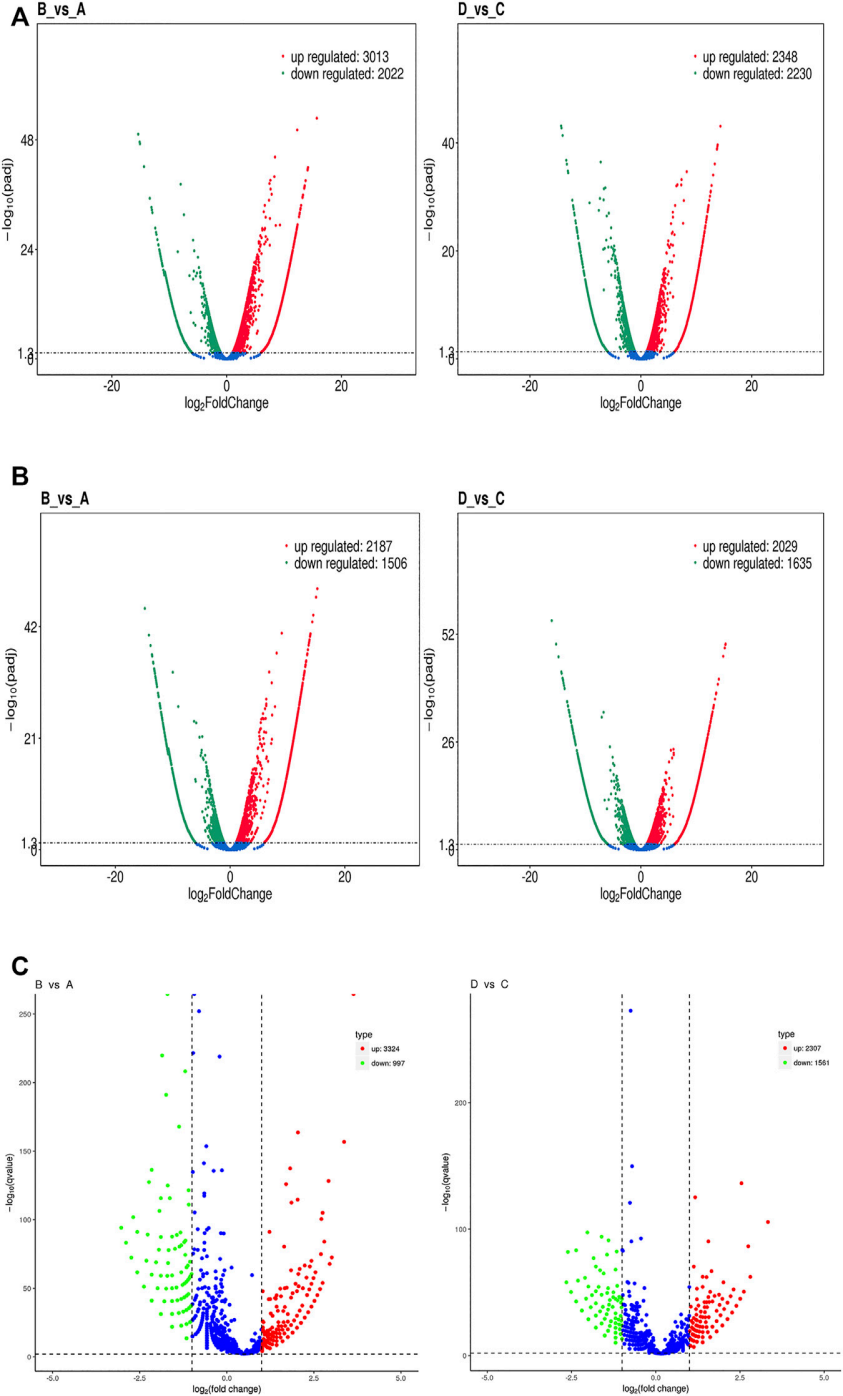
Volcano plots of RNA-Seq data distinguishing each experimental group. **(A)** A volcano plot of differentially expressed mRNA transcripts between groups B and A (left) and between groups D and C (right). **(B)** A volcano plot of differentially expressed lncRNA transcripts between groups B and A (left) and between groups D and C (right). **(C)** A volcano plot of differentially expressed circRNA transcripts between groups B and A (left) and between groups D and C (right). Each red dot denotes an individually upregulated transcript, and each green dot denotes an individually downregulated transcript.

**FIGURE 8:**
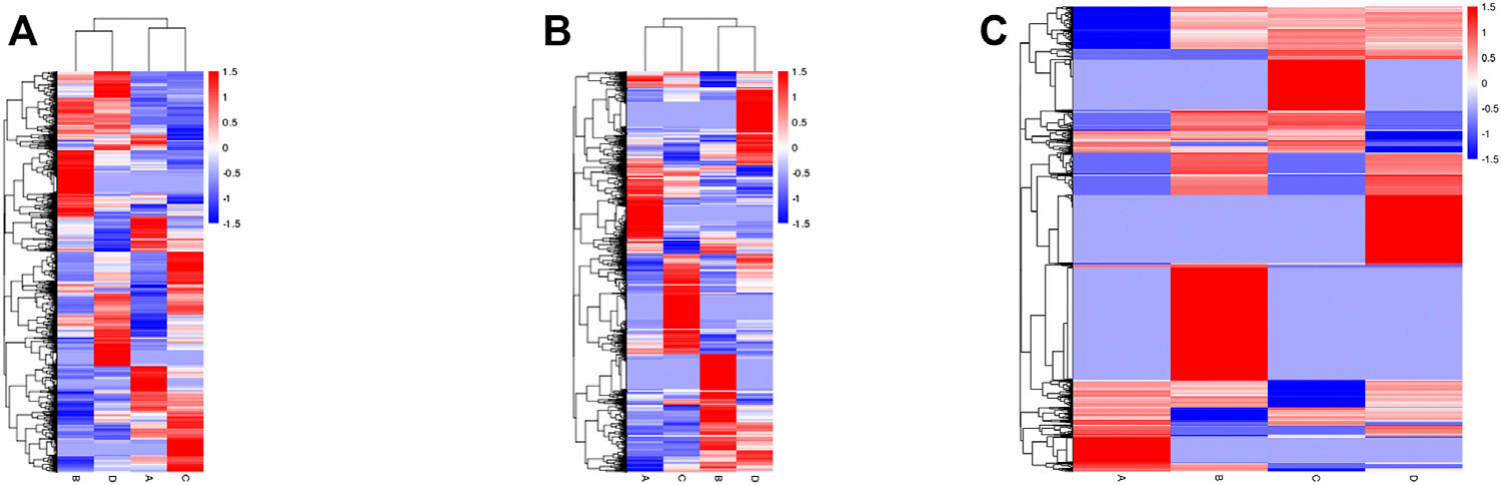
Heat map of hierarchical clustering. The expression profiles of differentially expressed mRNAs **(A)**, lncRNAs **(B)**, and circRNAs **(C)** of all experimental groups. Red indicates high and blue indicates low expression genes.

### GO and KEGG Enrichment Analysis

In this analysis, 578 differential mRNA and 770 differential lncRNA target GO terms were enriched significantly between groups B and A (Supplementary Tables S1, S3, *p* < .01), whereas 638 mRNA GO and 693 lncRNA targets terms showed apparent enrichment between groups D and C (Supplementary Tables S2, S4, *p* < .01) based on the survey. In addition, 566 and 519 differentially expressed circRNAs GO terms enriched significantly in group B vs. A (Supplementary Table S5, *p* < .01) and group D vs. C (Supplementary Table S6, *p* < .01), respectively. 

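In the authors' deposited table for group B vs. A, 508 of 14390 mRNA GO terms had a corrected p-value under 0.01, and in that for group D vs. C, 581 of 13760 terms did. The paper's counts of 578 and 638 are higher, and the reason for this difference is not known. The authors' correction had counted 19463 terms in each table. Of the terms under the threshold, 324 were shared by the cell lines, comprising 257 biological processes, 44 molecular functions and 23 cellular components. With the hypergeometric test, which leaves out the length correction, 638 terms passed in group B vs. A and 694 in group D vs. C, and 417 passed in both. When this test was corrected over the authors' 19463 terms, a setting chosen after the values had been seen, 588, 645 and 381 terms passed. The counts moved most when the test used only the genes listed in a single comparison, which gave 97 terms in HepG2 cells, 176 in Huh7 cells and 35 in both.

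The term with the smallest p-value in the authors' deposited table for HepG2 cells was system development, which held 1354 listed genes of 5060 background genes, 1.24 times its share of the background (Fisher's exact test as recomputed, corrected p = 1.58e-19). For Huh7 cells, it was regulation of multicellular organismal process with 905 listed genes of 3309, 1.39 times its share (corrected p = 6.48e-27 from the same Fisher's exact test). The next terms by rank in both cell lines were also developmental, such as developmental process and multicellular organismal development.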

The representative selected enriched terms of differential genes are shown in Tables 1–3. The detailed classification of GO terms of mRNA, lncRNA, and circRNA in different groups are shown in Supplementary Figure S3. A directed acyclic graph (DAG, Supplementary Figure S4) displays the hierarchical enrichment relations. Each node shows the name and the adjusted *p*-value of the terms. The NCBI’s Gene Expression Omnibus could be used to get the KEGG enrichment pathway. 

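The authors' deposited table held 279 KEGG pathways for the differentially expressed mRNAs of group B vs. A and 280 for group D vs. C. In HepG2 cells, 0 pathways had a corrected p-value under 0.01; the smallest in the authors' deposited table was 0.0898, for Systemic lupus erythematosus. In Huh7 cells 2 pathways passed in the authors' deposited table, Complement and coagulation cascades (44 listed genes of 69, corrected p-value 0.00151) and Systemic lupus erythematosus (68 of 136, corrected p-value 0.00171). At an uncorrected p-value under 0.05, the authors' deposited table gave 19 pathways in HepG2 cells and 25 in Huh7 cells, of which 10 were shared.

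The authors' p-values were matched by a one-sided Fisher's exact test that sets the list beside the background as a separate sample, although the background already contains the listed genes. The list totals were sums over pathways, 6293 and 6184, so that a listed gene counted once for each of its pathways. The background total of 23972 was found by a search for the best match; the background numbers in the tables add up to 23949 and 23967. With these totals the largest relative deviation from the authors' values was 1.31e-10. This form was found by comparing several forms of the test and several totals with the deposited p-values. When the listed genes were instead counted inside the background, with the same totals, 4 pathways passed in HepG2 cells and 4 in Huh7 cells. Of these, 2 were shared. Systemic lupus erythematosus was at 1.74 and 1.94 times its background share (corrected p = 0.000245 and 1.67e-07, one-sided Fisher's exact test), and Alcoholism at 1.59 times its share in both (corrected p = 0.000659 and 0.000461, same Fisher's exact test). Most of the listed genes behind these pathways were histone genes, which made up 44 of the 62 genes of Systemic lupus erythematosus in HepG2 cells and 45 of 68 in Huh7 cells. With gene totals in place of these totals, a setting chosen after the values had been seen, 9 and 12 pathways passed and 5 were shared.

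**Figure D1:**
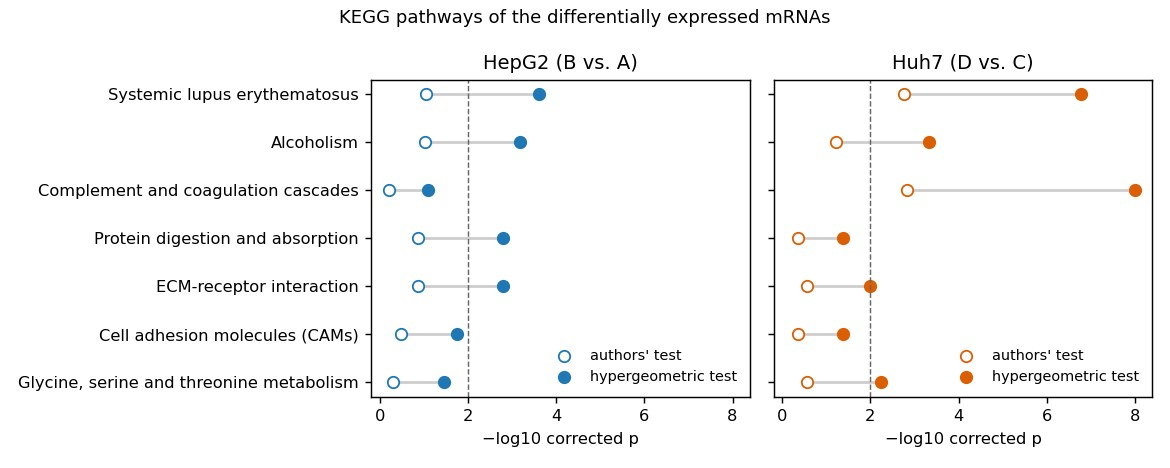
Corrected p-values (−log10 scale) of the KEGG pathways with the smallest p-values in either cell line, for HepG2 cells (left) and Huh7 cells (right). Open circles are the authors' values, filled circles are the test with the listed genes inside the background, and the dashed line marks a corrected p-value of 0.01; Systemic lupus erythematosus and Alcoholism have filled circles right of the line in both panels.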

KEGG enrichment analysis of the differentially expressed mRNAs and lncRNA targets in the two parallel experimental groups did not simultaneously enrich into the same statistically significant pathway. Therefore, KEGG enrichment analysis of the stable differential genes in the two experimental groups was conducted. Some statistically significant pathways of mRNAs and lncRNA targets are listed in Supplementary Tables S7, S8, and the complete results are listed in Supplementary Tables S9, S10, respectively. 

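The KEGG tables of the cell lines had 863 mRNA genes in common, and Supplementary Table S9 gives the paper's number as 845. For these genes the pathways were tested again with a one-sided Fisher's exact test, using the background total of 6879 genes from the paper's Supplementary Table S9. Of 279 pathways, 4 had a corrected p-value under 0.01 and 9 under 0.05. Systemic lupus erythematosus came first, with 45 shared genes, 2.64 times the number expected (corrected p = 7.08e-08 by Fisher's exact test). Transcriptional misregulation in cancer held 38 shared genes, 1.69 times the expected number (p = 0.000656, corrected p = 0.0261, same Fisher's exact test). None of the pathways listed for mRNAs in Supplementary Table S7 had a corrected p-value under 0.01, and Transcriptional misregulation in cancer was the only one under 0.05. Supplementary Table S7 gives uncorrected p-values. The paper's own Benjamini values in Supplementary Table S9 show the same, with 0.0364 for Transcriptional misregulation in cancer and 0.252 to 0.321 for the others. Systemic lupus erythematosus also comes first there. PI3K-Akt signaling pathway held 59 shared genes (1.36 times the expected number; p = 0.00806, corrected p = 0.130, Fisher's exact test), cGMP-PKG signaling pathway held 32, MAPK signaling pathway held 44 and Viral carcinogenesis held 36, with corrected p-values between 0.130 and 0.208.

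Histone genes made up 10 of the 38 shared genes of Transcriptional misregulation in cancer and 15 of the 36 of Viral carcinogenesis. When histone genes were left out, which was decided after the values had been seen, 28 and 21 shared genes remained in these pathways. The tables do not name the histone genes of a background. With all members of the histone families taken out of the background, the uncorrected values were p = 0.0380 and p = 0.538 by Fisher's exact test. With only the listed histone genes taken out of it, they were p = 0.0399 and p = 0.612 by the same exact test. This smaller removal keeps unlisted histone genes, so it had to lower the enrichment. Transcriptional misregulation in cancer had corrected p-values of 0.279 and 0.284 by Fisher's exact test after the larger and the smaller removal. It was thus no longer under 0.05.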

Table 4 shows the top five pathway enrichments of differential circRNAs in the two groups. The results of pathway enrichments of circRNAs are shown in Figure 9.

**TABLE 1:** The representative results of GO enrichment analysis of the differential mRNAs in the two parallel experimental groups.

GO accession	Description	Term type	Adjusted *p* value^a^	Adjusted *p* value^b^
GO: 0006468	protein phosphorylation	biological_process	1.6263E-06	.00048562
GO:0001932	regulation of protein phosphorylation	biological_process	5.2165E-06	.00011407
GO:0045937	positive regulation of phosphate metabolic process	biological_process	.000012882	.00013544
GO:0015075	ion transmembrane transporter activity	molecular_function	3.7352E-08	1.8719E-12
GO:0034702	ion channel complex	cellular_component	1.6391E-06	2.9668E-09

a Means adjusted *p* value between Group B and Group A.

b Means adjusted *p* value between Group D and Group C.

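Protein phosphorylation held 464 of the listed genes in HepG2 cells and 410 in Huh7 cells, from 1695 background genes. These are 1.27 and 1.23 times the share of the term in the background, with corrected p-values of 3.76e-07 and 7.49e-05 by Fisher's exact test. Regulation of protein phosphorylation held 341 and 307 of 1220 genes, 1.29 and 1.28 times its background share. Positive regulation of phosphate metabolic process held 267 and 242 of 933 genes, 1.32 and 1.31 times its share. The transport terms stood further above the background. Ion transmembrane transporter activity held 293 and 292 of 949 genes, 1.43 and 1.56 times its share, and ion channel complex held 102 and 104 of 268 genes, 1.76 and 1.97 times its share. In the authors' deposited table, the corrected p-value of ion channel complex was 1.64e-06 in HepG2 cells and 2.97e-09 in Huh7 cells.

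On the genes listed in both cell lines alone, each of these 5 terms had a corrected p-value under the threshold, with ion channel complex reaching 2.36 times its background share. On the genes listed in a single cell line, ion transmembrane transporter activity in Huh7 cells passed (1.39 times its share, corrected p = 0.00884 by Fisher's exact test). In HepG2 cells the same term did not pass (1.17 times its share, corrected p = 0.354 by Fisher's exact test), against 1.72 times its share among the shared genes. The 9 values that did not pass had corrected p-values from 0.0155 to 0.508, although each term still lay above its background share.

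**Figure D2:**
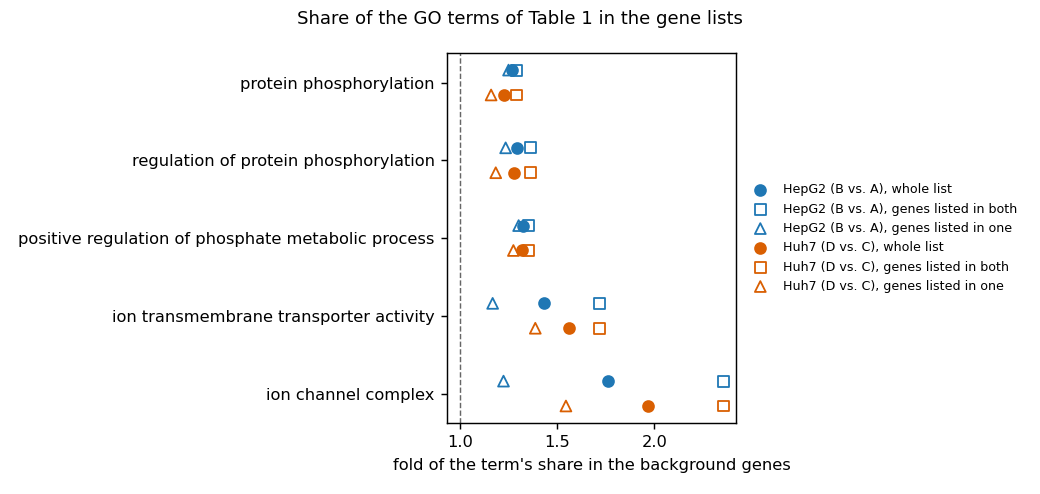
Share of the GO terms of Table 1 in the gene lists of HepG2 cells (blue, B vs. A) and Huh7 cells (orange, D vs. C), divided by the share of the term in the background genes; the dashed line marks an equal share. Filled circles are whole lists, squares are genes listed in both cell lines and triangles are genes listed in a single cell line; the squares of ion channel complex lie furthest right, at 2.36.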

**TABLE 2:** The representative results of GO enrichment analysis of the differential lncRNA targets in the two parallel experimental groups.

GO accession	Description	Term type	Adjusted *p* value^a^	Adjusted *p* value^b^
GO:0043167	ion binding	molecular_function	5.5825E-28	5.5048E-29
GO:0005739	mitochondrion	cellular_component	3.4134E-08	.029633
GO:0005524	ATP binding	molecular_function	1.2951E-07	.0015927
GO:0016310	phosphorylation	biological_process	1.4055E-06	1.0885E-08
GO:0001934	positive regulation of protein phosphorylation	biological_process	.0001431	2.0581E-06

a Means adjusted *p* value between Group B and Group A.

b Means adjusted *p* value between Group D and Group C.

**TABLE 3:** The representative results of GO enrichment analysis of the differential circRNA targets in the two parallel experimental groups.

GO accession	Description	Term type	Adjusted *p* value^a^	Adjusted *p* value^b^
GO:0000151	ubiquitin ligase complex	cellular_component	1.14E-11	3.04E-07
GO:0006915	apoptotic process	biological_process	5.14E-08	4.25E-07
GO:0016310	phosphorylation	biological_process	8.24E-08	4.94E-05
GO:0042981	regulation of apoptotic process	biological_process	.000516	2.31E-05
GO:0016462	Pyrophosphatase activity	molecular_function	3.45E-06	.0093758

a Means adjusted *p* value between Group B and Group A.

b Means adjusted *p* value between Group D and Group C.

**TABLE 4:** The representative results of KEGG enrichment analysis of the differential circRNA targets in the two parallel experimental groups.

Term	Database	ID	*p* value^a^	*p* value^b^
Ubiquitin mediated proteolysis	KEGG PATHWAY	hsa04120	1.84E-06	4.92E-06
Cell cycle	KEGG PATHWAY	hsa04110	.000112669	.00035239
FoxO signaling pathway	KEGG PATHWAY	hsa04068	.003657269	.00934791
AMPK signaling pathway	KEGG PATHWAY	hsa04152	.02464249	.016732793
Pathways in cancer	KEGG PATHWAY	hsa05200	.043844172	.012162988

a Means adjusted *p* value between Group B and Group A.

b Means adjusted *p* value between Group D and Group C.

**FIGURE 9:**
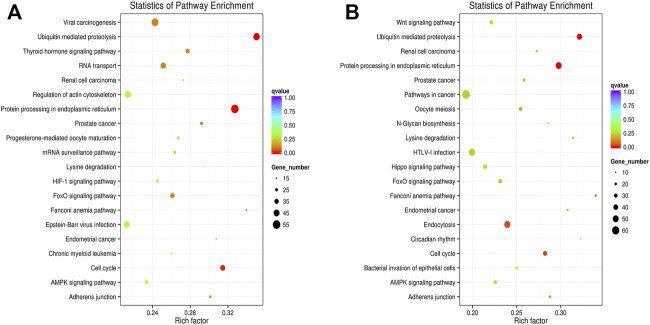
KEGG pathway analyses of dysregulated circRNA targets. **(A)** Analyses of top 20 over-represented KEGG pathways of dysregulated circRNAs between groups B and A. **(B)** Analyses of top 20 over-represented KEGG pathways of dysregulated circRNAs between groups D and C. The size of each dot stands as the number of significantly differentially expressed circRNA targets enriched in a corresponding pathway. The rich factor was calculated by dividing the number of enriched circRNA targets with the number of all background circRNA targets in a corresponding pathway.

### The Relative Expression of LINC00601 and ZFAS1

In the course of the current experiment, we intersected the differential lncRNAs screened in the two parallel experimental groups with the HCC-related genes that had been verified in the Lnc2Cancer and LncRNA Disease database, 12 meaningful lncRNAs were screened out, including seven upregulated lncRNAs and five downregulated lncRNAs (Table 5). LINC00601 and ZFAS1 were selected for validation in qRT-PCR due to their being expressed the same in the two databases and having significant differences in RNA-seq results.

**TABLE 5:** Differentially expressed lncRNAs after selection.

gene_name	B_FPKM	A_FPKM	log2FC.x	*p* value.x	padj.x	D_FPKM	C_FPKM	log2FC.y	*p* value.y	padj.y
MIR7-3HG	2.420705	.013773	7.287373499	2.46087E-23	.00	.579006	0	9.113273563	.00	.00
NEAT1	46.377953	6.550978	3.018352739	9.29666E-12	.00	29.989676	4.11039	3.023240091	.00	.00
DRAIC	.822032	.132606	3.262512013	2.07017E-11	.00	.477352	.079973	2.614969081	.00	.00
KRTAP5-AS1	.269793	.126184	2.116239064	.000414119	.00	2.025409	.27183	3.175907091	.00	.00
ZFAS1	394.174042	116.27299	2.095834651	9.19821E-07	.00	179.548859	76.2333	1.493727389	.00	.00
PURPL	.457486	.890473	1.552973405	.000233673	.00	.16079	.05791	1.841359637	.00	.00
LINC00346	7.25873	2.864223	1.641015005	.000104644	.00	1.896918	.7545	1.520242246	.00	.00
C1QTNF1-AS1	0	.686956	-11.13235733	1.30421E-22	.00	.269445	1.04175	-1.930826068	.00	.00
LINC00601	0	.166498	-9.298177857	5.03537E-13	.00	0	.03111	-6.757391023	.00	.00
FENDRR	1.23189	6.573173	-2.415616266	3.94492E-08	.00	.682777	1.526	-1.548923643	.00	.00
LINC01352	.014091	.181787	-3.302665951	.000102431	.00	0	.12009	-7.337901619	.00	.00
CASC15	.040926	.246925	-1.701054407	.000181455	.00	.069531	.51503	-2.316093931	.00	.00

A HepG2 cells; B HepG2 cells after SDT; C Huh7 cells; D Huh7 cells after SDT.

FPKM: the expression value of the genes in each group.

Log2FC:Log2FoldChange, multiples of differences between the two comparison groups.

Padj: the *p* value after correction.

The expression of LINC00601 and ZFAS1 in HepG2 and Huh7 cells after SDT was measured through qRT-PCR. The results confirmed that the expression of LINC00601 was reduced in HepG2 and Huh7 cells after SDT. Meanwhile, the expression of ZFAS1 was upregulated after SDT in HCC cell lines (Figure 10). These results were consistent with RNA sequencing and related lncRNA databases, so we selected LINC00601 and ZFAS1 as representatives for further research.

**FIGURE 10:**
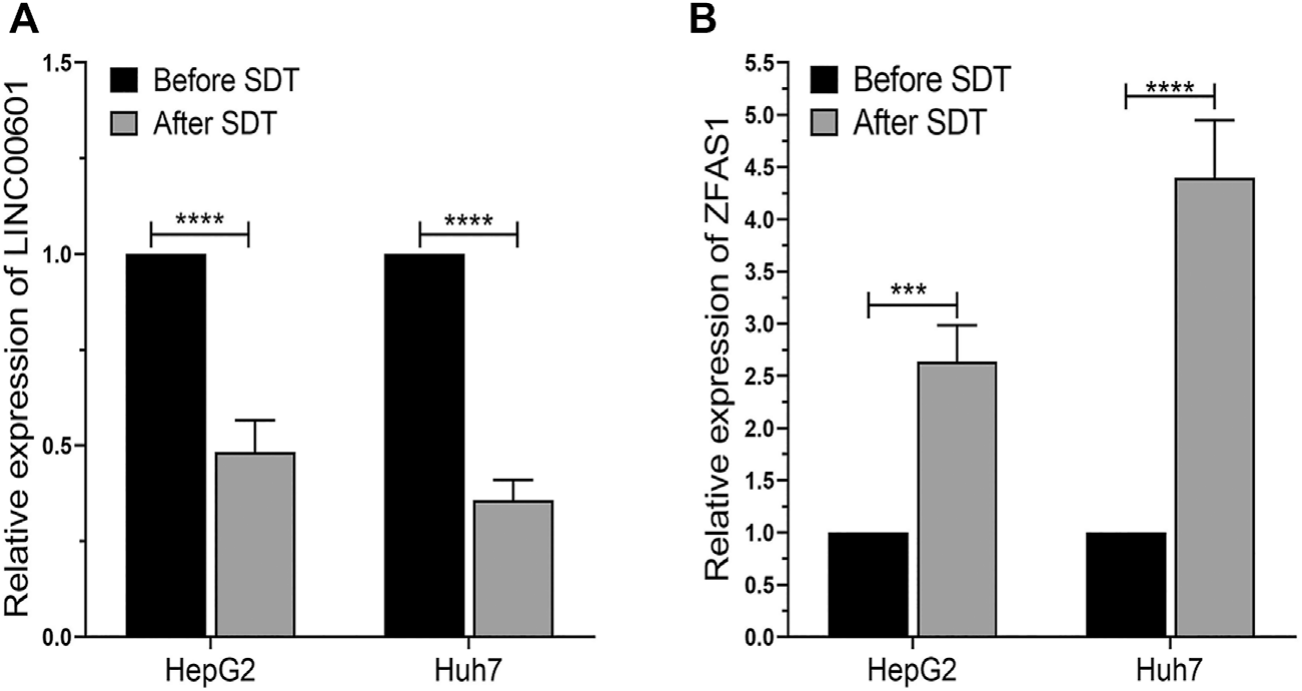
The qRT-PCR analysis of LINC00601 and ZFAS1 expression in HCC cells. **(A)** The downregulated expression of LINC00601 was observed in HCC cells after SDT with HMME-LND@C_3_F_8_-NBs. **(B)** The upregulated expression of ZFAS1 was observed in HCC cells after SDT with HMME-LND@C_3_F_8_-NBs. ***p < .001, ****p < .0001.

## Discussion

HMME-LND@C_3_F_8_-NBs was structured in the study to improve the intractable problem of HMME, such as poor light stability. LND was added to the NBs as a sensitizer to enhance the efficacy of SDT. The gas core and the nanoscale diameter of HMME-LND@C_3_F_8_-NBs make the complexes able to be used as sonosensitizers of SDT and can be used to enhance the cavitation effects of NBs. We developed new sonosensitizer delivery to improve the effect of SDT. The synergy of LFUS irradiation and NB complexes mediated with HMME and LND achieved encouraging tumor cytotoxicity as shown in Figure 2. The previous study proved that sonosensitizer conjugated with NBs could enhance the effect of SDT (Ma et al., 2019). In the present study, we detected excessive ROS in the HepG2 and Huh7 cells treated with the HMME-LND@C_3_F_8_-NBs under LFUS. ROS production in the groups treated with simple HMME solution and HMME @C3F8-NBs was lower than the HMME-LND@C_3_F_8_-NBs groups significantly (Figure 3). These results confirm that HMME-LND@C_3_F_8_-NBs play an efficacious nanosonosensitizer during the SDT treatment of HCC.

Mitochondria plays an essential role in cell apoptosis; the decrease of mitochondrial membrane potential instructed the apoptosis in HCC cells (Kroemer et al., 2007). In the process of SDT, the stability of the mitochondrial membrane is damaged by ROS-induced oxidative injury. Mitochondria releases cytochrome C, which conjugates the apoptotic protein activator, inducing cell apoptosis (Li et al., 2016). It is confirmed that the effect of LND on tumor cells was also concentrated in tumor mitochondria, which may be why it can enhance the SDT effect. The JC-1 method was applied to investigate the damage of mitochondria after SDT. The treatment of HMME-LND@C_3_F_8_-NBs indicates mitochondrial dysfunction (Figure 4). Furthermore, the HMME-LND@C_3_F_8_-NBs groups obtained a more considerable degree of apoptosis for the HepG2 and Huh7 cells (Figure 5). As we all know, the migration and invasion of cancer cells are also related to the mitochondrial function, so the transwell assay was performed to investigate the migration and invasion ability of HCC cells after different treatment (Supplementary Figures S5, S6). The results show that NBs combined with HMME and LND suppressed the migration and invasion ability of HCC cells more than HMME alone and NBs combined with HMME, and the above groups were combined with US irradiation.

Therefore, we confirm that HMME-LND@C_3_F_8_-NBs combined with LFUS effectively promote cell apoptosis. However, the genes or pathways that related to SDT were unclear. RNA-seq is confirmed to achieve the purpose of understanding the genes and pathways after SDT (Wu et al., 2021b). The study’s objective was to explore the mRNAs, lncRNAs, and circRNAs that promoted cell apoptosis in HCC. According to our results, some particular genes might be considered potential targets for the proper treatment of HCC.

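The similarity of the cell lines was compared over pathways and over GO terms of the differentially expressed mRNAs. The rich factor, the listed genes of a pathway divided by its background genes, was set side by side for the 272 pathways with at least 10 background genes. Across these pathways, which share genes and are not independent replicates, Spearman's rho between HepG2 and Huh7 cells was 0.63 and Pearson's r was 0.66. Both had permutation p = 1e-05, the smallest that 100000 permutations can give, and Benjamini-Hochberg adjusted values over the 6 correlations computed were 1.5e-05. When the genes listed in both cell lines were left out, rho was 0.08 (permutation p = 0.180, adjusted p = 0.22) and r was 0.01 (permutation p = 0.896, adjusted p = 0.9). A gene then counts in only 1 of the lists, which by itself pushes the correlation down. These values therefore do not show that the cell lines differ. The largest gap was that of Ascorbate and aldarate metabolism (27 background genes), with a rich factor of 0.519 in Huh7 cells and 0.185 in HepG2 cells. Complement and coagulation cascades (69 background genes) had 0.638 and 0.420, and 4 pathways, each with fewer background genes, had a larger gap.

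The 2502 genes listed only in HepG2 cells were also compared with the 2088 genes listed only in Huh7 cells, term by term. Of 4150 GO terms with at least 10 such genes, 0 had an adjusted p-value under 0.05 by a two-sided Fisher's exact test; the smallest was p = 0.343 after adjustment by the same exact test, and 322 terms were under 0.05 without adjustment.

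**Figure D3:**
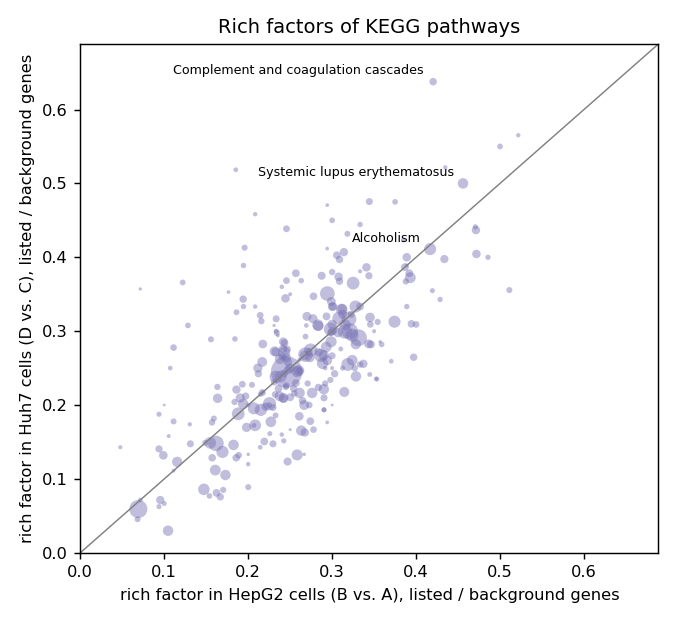
Rich factors of 272 KEGG pathways in HepG2 cells (horizontal axis) and Huh7 cells (vertical axis); each point is a pathway, its area grows with the number of background genes, and the line marks equal values. The points follow the line with a Spearman's rho of 0.63, and Complement and coagulation cascades lies above it at 0.420 and 0.638.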

The differential expressions of mRNAs, lncRNAs, and circRNAs in HCC cells were identified after SDT, and similar expressions appeared in the 2 cell lines (Figure 7). Aggregately, 2,390 mRNAs, 1556 lncRNAs, and 1456 circRNAs significantly dysregulated were identified (Supplementary Figure S2). Those differentially expressed genes were predicted their roles in HCC preliminarily. GO found that the differential mRNAs were partly enriched in “protein phosphorylation,” “regulation of protein phosphorylation,” “positive regulation of phosphate metabolic process,” “ion transmembrane transporter activity,” and “ion channel complex,” and these enriched terms were related to phosphorylation or related content, indicating that phosphorylation might be a mechanism in apoptosis of HCC cells promoted by SDT. Also, some lncRNA target enrichment (Table 2) might regulate different molecular biological functions. 

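The terms named for phosphorylation overlapped. In HepG2 cells, all 341 listed genes of regulation of protein phosphorylation were also listed under protein phosphorylation, as were 243 of the 267 genes of positive regulation of phosphate metabolic process. Together these 3 terms held 488 genes in HepG2 cells and 430 in Huh7 cells, of which 234 were common to both. Ion transmembrane transporter activity and ion channel complex together held 303 genes in each cell line, with 174 in common, and 92 of the 102 channel complex genes in HepG2 cells were also transporter genes. Phosphorylation and transport were nearly separate sets, sharing 9 genes in each cell line. By rank of the p-value in the authors' deposited table, protein phosphorylation was 97 in HepG2 cells and 319 in Huh7 cells, ion channel complex was 100 and 65, and ion transmembrane transporter activity was 47 and 26. Phosphorylation, a wider term of Tables 2 and 3, held 543 listed genes of 2099 in HepG2 cells and 465 in Huh7 cells; in the authors' deposited table its corrected p-value was 0.000243 in HepG2 cells and 0.106 in Huh7 cells, so it passed in HepG2 cells only. From the enrichment of the terms of Table 1, the paper proposes that phosphorylation takes part in the apoptosis of HCC cells promoted by SDT.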

As we can see, not only is the phosphorylation still involved in this progress, but also other biological processes were impacted, such as the mitochondrial function. This was consistent with our previous experimental results. In addition, five characterizing differential circRNA enrichment terms were selected in Table 3, and it involved many complex processes, such as apoptosis, phosphorylation, and ubiquitination. Therefore, apoptosis of HCC cells caused by SDT might result from synergistic affection between multiple biological processes.

The enriched pathways were studied to discover the mechanism of SDT in this study. The differentially expressed transcriptome genes were enriched into multiple pathways through KEGG enrichment analysis; some representative terms are listed in Table 4, Supplementary Tables S7, S8, including “transcriptional misregulation in cancer,” “viral carcinogenesis,” “ubiquitin mediated proteolysis,” “cell cycle,” “pathways in cancer,” and some classic pathways in tumorigenesis and development. It can be seen that the mechanism of apoptosis induced by SDT was complex, and it involved multiple pathways, such as ubiquitination and phosphorylation. 

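For the mRNAs, Ubiquitin mediated proteolysis held 25 listed genes in HepG2 cells and 20 in Huh7 cells, from 137 background genes. These are 0.695 and 0.566 times its share of the background, with a corrected p-value of 1 in both by Fisher's exact test. Cell cycle held 30 and 26 of 124 genes, 0.922 and 0.813 times its share. Pathways in cancer held 105 and 98 of 327 genes, 1.22 and 1.16 times its share (corrected p = 0.154 and 0.300, one-sided Fisher's exact test). FoxO signaling pathway held 44 and 32 of 134 genes and AMPK signaling pathway held 39 and 27 of 124 genes, and neither passed. The values of Table 4 itself are for circRNAs, which were not analysed here. Among the genes listed in both cell lines, CCND1 (ENSG00000110092) and SKP2 (ENSG00000145604) belonged to 4 of the 5 pathways of Table 4. TGFB2 (ENSG00000092969), PIK3CG (ENSG00000105851) and CDKN1A (ENSG00000124762) belonged to 3 of them.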

Without a doubt, there was an explicit change between the whole transcriptome in HCC after SDT.

Recently, researchers have confirmed that lncRNAs are involved in multiple biological processes. A variety of specifically dysregulated lncRNAs are confirmed in many kinds of cancer, and those genes can be seen as the potential diagnostic or prognostic biomarkers (Shi et al., 2013). In our study, two types of HCC cells were treated with SDT using a novel compound sonosensitizer, and 1556 lncRNAs were shown dysregulated in HCC cells after treatment. Some simple bioinformatics methods selected two lncRNAs (LINC00601 and ZFAS1) for verification and study.

Only a few studies have been reported on the lncRNA-LINC00601, especially its impact on the occurrence and development of HCC. Y.C Wang’s research finds that LINC00601 is upregulated in HCC tissue, and si-LINC00601 might inhibit the proliferation and promote the apoptosis of HCC cells; the downregulation of LINC00601 can suppress the activation of the MAPK signaling pathway (Wang et al., 2020). Our study shows that the expression of LINC00601 decreased significantly after SDT; the apoptosis of HCC cells increased significantly. This conclusion is consistent with the previous research. In summary, we believe that LINC00601 could be an oncogenic gene in HCC, and it may be considered a new target for gene therapy of HCC in the future.

ZFAS1 (NFX1-type zinc finger-containing protein one anti-sense RNA 1) is another lncRNA screened in our research to be studied. ZFAS1 is related to multiple types of tumors, such as breast cancer (Askarian-Amiri et al., 2011), renal cell carcinoma (Dong et al., 2019), gastric cancer (Zhou et al., 2016), and colorectal cancer (Wang and Xing, 2016). However, its role is different in those tumors. ZFAS1 is upregulated in most tumor tissue, and it may promote the metastasis and development of tumors. ZFAS1 was significantly downregulated in breast cancer tissue so that it can be considered a tumor suppressor. Nevertheless, the role of ZFAS1 in HCC remains controversial. T. Li’s research suggests that ZFAS1 bonds miR-150 and abrogates its tumor-suppressive function to be an oncogene in HCC development (Li et al., 2015). Nevertheless, T. Wang reports that ZFAS1 regulates methylation of miR-9 and is a potential tumor suppressor in HCC (Wang et al., 2016). The latter is similar to our current research. ZFAS1 is found significantly upregulated after SDT with HMME-LND@C_3_F_8_-NBs. That is, the ZFAS1 may be a tumor suppressor factor in the development of HCC, but the specific mechanism of the process remains to be studied in the future.

However, there are still limitations in this study. First, the HMME-LND@C_3_F_8_-NBs complex obtained is not confirmed to be safe *in vivo*. Second, only two HCC cell lines were used for qRT-PCR and RNA-seq; moreover, the gene difference between HCC cells and normal hepatocytes was not analyzed, leading to biases. Third, our study focuses only on HMME as sonosensitizers, and it is unknown whether other types of sonosensitizers affect the SDT sensitivity or the gene difference on HCC.

## Conclusion

This study provides that the HMME-LND@C_3_F_8_-NBs complex can produce a mass of ROS and significantly reduce the mitochondrial membrane potential with LFUS, promoting HCC cells apoptosis effectively. Furthermore, the result shows various mRNAs, lncRNAs, and circRNAs for further research concerning their precise functions in HCC. LINC00601 and ZFAS1 may be used as new biomarkers for the treatment of HCC. This research provides a new type of sonosensitizer for the SDT of HCC and proposes a new clinical treatment strategy and research direction for HCC.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: RNA-Seq Technology Reveals the Mechanism of SDT Combined With Novel Nanobubbles Against HCC
**Source:** Front Mol Biosci. 2022 Feb 7;8:791331. doi: 10.3389/fmolb.2021.791331
**Supplement:** Supplementary file 4

TABLE S7 The representative results of KEGG enrichment analysis of stable differential mRNAs of two parallel experimental groups

| Term | Database | ID | *P* value |
| --- | --- | --- | --- |
| Transcriptional misregulation in cancer | KEGG PATHWAY | hsa05202 | 8.99E-04 |
| PI3K-Akt signaling pathway | KEGG PATHWAY | hsa04151 | 0.015221777 |
| Viral carcinogenesis | KEGG PATHWAY | Hsa05203 | 0.01572936 |
| cGMP-PKG signaling pathway | KEGG PATHWAY | hsa04022 | 0.016174016 |
| MAPK signaling pathway | KEGG PATHWAY | hsa04010 | 0.023827741 |

# Supplementary material for: RNA-Seq Technology Reveals the Mechanism of SDT Combined With Novel Nanobubbles Against HCC
**Source:** Front Mol Biosci. 2022 Feb 7;8:791331. doi: 10.3389/fmolb.2021.791331
**Supplement:** Supplementary file 14

TABLE S8 The representative results of KEGG enrichment analysis of stable differential lncRNA targets of two parallel experimental groups

| Term | Database | ID | *P* value |
| --- | --- | --- | --- |
| Transcriptional misregulation in cancer | KEGG PATHWAY | hsa05202 | 0.001633242 |
| MAPK signaling pathway | KEGG PATHWAY | hsa04010 | 0.002889091 |
| Viral carcinogenesis | KEGG PATHWAY | Hsa05203 | 0.003446921 |
| Ras signaling pathway | KEGG PATHWAY | hsa04014 | 0.019731073 |
| mTOR signaling pathway | KEGG PATHWAY | hsa04150 | 0.021647433 |

How the deposited data were processed for this re-analysis (not part of the article)

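Total RNA from HepG2 and Huh7 cells before (groups A and C) and after (groups B and D) SDT was depleted of ribosomal RNA and sequenced, with 1 library in each of the 4 groups. The groups were taken from the sample labels and from the paper, which name the same groups. No replicates exist, so no value has a replicate error. The depth of each library was not used here, because the tables hold no reads, and no interval that needs it was computed.

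What the authors did. The authors removed low-quality reads and reads with undetermined bases, computed FPKM values and called differentially expressed mRNAs at an adjusted p-value under 0.05. The paper's methods name Cuffdiff for this step, whereas the paper's results name edgeR. The aligner, the genome build and the annotation are not named in the paper's text, and no coordinates are given here. The authors then tested GO terms with GOseq, which models the dependence of a call on gene length, and KEGG pathways with KOBAS. The authors deposited, for each of the 2 comparisons, the p-value and corrected p-value of each GO term and of each KEGG pathway, with counts of listed and background genes. These counts are numbers of genes, not of reads. The values used here are these 4 tables for mRNAs. The lncRNA and circRNA results were not analysed here.

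What was computed from the tables. The gene list of each comparison was rebuilt as the union of the identifiers under all GO terms, and its size equalled the list size in the table. Gene symbols came from a table of gene identifiers, which named 4755 of the 4783 genes of B vs. A and 4346 of the 4369 genes of D vs. C. Gene type, transcript length and NCBI gene numbers came from GENCODE release 29, and were used only by gene identifier. Calls under a corrected p-value of 0.01 were counted as the authors made them, since the paper used that threshold. Beside them, over-representation was recomputed with a one-sided hypergeometric test without length correction, and corrected over the rows of each table by the Benjamini-Hochberg method. The background of 22148 genes is the authors' and includes genes that the cells may not express. A background of detectable genes was not used here, because the tables hold no expression values.

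For the KEGG tables, the form of the authors' test was recovered from their p-values after these had been seen, by setting the list total to the sum of listed genes over pathways and searching the background total. The alternative with the listed genes inside the background kept these totals. Further settings were chosen after the values had been examined. They were gene totals in place of these totals, with the background total of 6879 of the paper's Supplementary Table S9, each KEGG gene counted once, histone genes left out, and 1 listed gene fewer in a pathway. Counting each KEGG gene once changed the listed genes and their total, and not the background of a pathway. Histone genes were those whose GENCODE symbol begins with HIST and that are protein-coding. When they were left out, all members of the histone families found in a pathway were also taken out of its background, or, as the least that can be removed, only the histone genes listed in it. The test without length correction was also corrected over the authors' 19463 terms, and the terms of Table 1 were compared between shared genes and genes of a single list by a two-sided Fisher's exact test, adjusted over the 10 values.

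Terms were compared between the genes listed only in HepG2 cells and only in Huh7 cells by a two-sided Fisher's exact test for terms with at least 10 such genes. Rich factors were compared across pathways with at least 10 background genes by Spearman's and Pearson's correlation with 100000 permutations. Genes of a family were compared with 10000 random lists of protein-coding genes of similar transcript length, each gene drawn from a window of 201 genes ordered by length. The uniqueness of a histone gene was the share of the stretches of 75 bases in its transcripts that no transcript of another gene contains. Genes and pathways are not replicates, so these tests describe the lists of these libraries.

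The rules for the terms and pathways named in the text were fixed before the data were examined, except for Ascorbate and aldarate metabolism, which was named afterwards for its gap in rich factor. By these rules they are the GO terms of Tables 1 to 3, the pathways of Table 4 and Supplementary Tables S7 and S8, and the 5 GO terms and 5 pathways with the smallest corrected p-value in each comparison. The genes named are those named in the paper and the 5 genes listed in both comparisons that belong to the most pathways of Table 4, with ties ordered by identifier. The 12 lncRNAs of Table 5 appear in neither list, as both lists are of mRNAs. Histone and ribosomal protein genes were chosen as families after the enrichment values had been seen, and what their tests would show was then written down before these tests were run.

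The alternatives set before the data were examined were stricter and looser thresholds, the test without length correction, limits on term size, the removal of overlapping terms (Jaccard index above 0.5), genes listed in both comparisons or in a single comparison, pathways without the genes of Ubiquitin mediated proteolysis, and lists from the KEGG tables or of protein-coding genes.

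The tests were tested on simulated data. In a simulated list with 10 of 1000 gene sets made more frequent, 9 of the 10 and 1 other set passed at 0.01, and for a random list 0 sets passed. Between a pair of simulated lists, Fisher's exact test found 8 of the 10 changed sets and 0 unchanged sets among 945 sets tested. When 50 sets were made more frequent, which together held 42.6% of the simulated genes, 21 of them passed in the list and 2 between the lists, so changes spread over many sets are mostly missed. The search for the background total returned the simulated total of 52002. The analysis used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.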

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

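The tests of repeated counting and of the totals behind the pathway p-values were chosen only after the results had been seen; histone genes were also chosen as a family after they had been seen among the listed genes of these pathways. What the tests of read sharing and of leaving histone genes out would show was then written down before these were run, but after a first result the histone families were also taken out of the pathway background and uniqueness was extended from other histone genes to the transcripts of all genes, and the smaller background removal was added last.

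Histone genes, which the paper does not discuss, were listed far more often than other genes. Histone genes were taken as the 71 protein-coding genes of GENCODE release 29 whose symbol begins with HIST. Of these, 48 (67.6%) were listed in HepG2 cells and 46 (64.8%) in Huh7 cells, and 36 were listed in both. The shares of all protein-coding genes, not matched for level of expression, were 23.9% and 21.9%. Histone genes place Systemic lupus erythematosus and Alcoholism at ranks 1 and 2 of the HepG2 pathways and 2 and 3 of the Huh7 pathways in the authors' deposited table. The tables do not name the histone genes of a background, so all members of the histone families were taken out of it, which leaves 71 of 136 genes and 115 of 180 and could remove more genes than KEGG holds. Without histone genes, the corrected p-values by Fisher's exact test were then 0.889 and 0.710 in HepG2 cells and 0.207 and 0.692 in Huh7 cells. With only the listed histone genes taken out of the background, which leaves 82 and 126 genes, they were 1 and 0.918 in HepG2 cells and 0.472 and 0.938 in Huh7 cells. By the removal of all members of the families, the enrichment of both pathways rests on histone genes. The smaller removal cannot test this, because it drops listed genes and keeps unlisted histone genes, so it had to lower the enrichment. A technical explanation is that KOBAS joined several listed genes to 1 KEGG gene and counted them repeatedly. Indeed, the 62 and 68 listed genes of Systemic lupus erythematosus link to 38 and 42 KEGG genes, and the 75 and 74 of Alcoholism to 51 and 49. With each KEGG gene counted once, the corrected p-values were 0.524 and 0.123 for Systemic lupus erythematosus and 0.408 and 0.333 for Alcoholism (Fisher's exact test). The pathway backgrounds stayed at 136 and 180 genes, so joining listed genes had to lower the enrichment. These values therefore cannot show whether genes were counted repeatedly. The listed genes have 62 and 67 distinct NCBI genes of their own in Systemic lupus erythematosus, and 75 and 73 in Alcoholism. They are thus different genes. These numbers were looked up by gene identifier, so they cannot show how often KOBAS counted a KEGG gene. However, the paper's Supplementary Table S9 was made with another assignment of genes to pathways. It also has 45 shared genes in Systemic lupus erythematosus and 47 in Alcoholism, the numbers found here. For the shared genes, this argues against repeated counting. Another technical explanation is that reads shared between near-identical histone genes carry a call from one copy to the others. Of the 41 histone genes whose transcripts share no stretch of 75 bases with another gene, 70.7% were listed in HepG2 cells and 58.5% in Huh7 cells. The 30 less unique genes were listed at 63.3% and 73.3% (p = 0.610 and 0.220, two-sided Fisher's exact test). The unique genes alone therefore exceed the share of all protein-coding genes, which argues against read sharing as the whole cause. Whether the treatment, the growth state of the cultures or the preparation of a single library caused the change stays open, since each group has 1 library and the direction of change is not in the tables.

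Complement and coagulation cascades, which the paper's text does not discuss, held 44 listed genes of 69 background genes in Huh7 cells and 29 in HepG2 cells. With the listed genes counted inside the background, its corrected p-value by Fisher's exact test was 9.87e-09 in Huh7 cells and 0.0799 in HepG2 cells. Repeated counting of a KEGG gene was tested as a technical explanation. The 44 genes link to 41 KEGG genes, and the corrected p-value with each counted once was 2.25e-08 by Fisher's exact test, which argues against it. On the genes listed in a single cell line, the pathway stood at 2.84 times its background share in Huh7 cells (corrected p = 0.000918 by Fisher's exact test) and at 0.841 times its share in HepG2 cells (corrected p-value of 1). The difference between the cell lines was tested on these genes: 22 of 773 genes in Huh7 cells against 7 of 830 in HepG2 cells, an odds ratio of 3.44 (p = 0.00407, two-sided Fisher's exact test). After adjustment over the 202 pathways tested this exact test gave p = 0.242, so a difference between the cell lines is not shown. The 22 genes listed in both cell lines also passed by themselves, at 2.54 times the expected number (corrected p = 0.00145 by Fisher's exact test), so the enrichment is not confined to genes listed only in Huh7 cells. The depth of the libraries and the levels of these genes stay open as explanations and were not tested, as was any response of Huh7 cells to the treatment.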

How the results depend on the processing

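No paired analysis was possible because each group has 1 library. The alternatives were set before the data were examined, except those named below as chosen later; for the hypergeometric test of the KEGG pathways, the test was set before and its totals were recovered afterwards from the authors' p-values.

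The counts of enriched GO terms depended on the threshold and on the terms and genes allowed. In HepG2 cells the 508 terms became 852 at a corrected p-value under 0.05 and 306 under 0.001, 242 with terms of 10 to 500 background genes, 209 with overlapping terms left out, 299 on genes listed in both comparisons and 97 on genes listed in a single comparison. In Huh7 cells the 581 terms became 364 under 0.001, 304 with terms of 10 to 500 genes, 263 without overlapping terms, 309 on shared genes and 176 on genes of a single comparison. The 324 terms shared by the cell lines became 508, 205, 113 and 102 under 0.05, under 0.001, with the size limits and without overlapping terms, and 35 on genes of a single comparison. Fewer terms or genes enter most of these settings by construction. Without the length correction, the counts stayed within 1.5 times of the main ones, also when corrected over the authors' 19463 terms (588, 645 and 381), which was chosen later.

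For KEGG pathways, a corrected p-value under 0.05, a minimum of 10 background genes and the removal of the genes of Ubiquitin mediated proteolysis gave the main counts of 0 in HepG2 cells, 2 in Huh7 cells and 0 in both. The uncorrected threshold of 0.05 gave 19, 25 and 10 pathways. With the listed genes counted inside the background, the hypergeometric test gave 4, 4 and 2. The settings chosen after the values had been seen gave 9, 12 and 5 with gene totals. The further settings also use gene totals, so they are read against these counts: 6, 9 and 3 with each KEGG gene counted once, and 6, 10 and 3 with histone genes left out, with either removal from the background. The 3 shared pathways of these settings are ECM-receptor interaction, Cell adhesion molecules (CAMs) and Protein digestion and absorption. Systemic lupus erythematosus and Alcoholism are not among them. With each KEGG gene counted once, the pathway backgrounds kept their size, so both had to weaken. The absence of a shared pathway thus depends on the form of the test.

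The number of genes listed in both comparisons was 2281, and 863 in the KEGG tables, which hold fewer genes. Spearman's correlation of rich factors was 0.63, and it was 0.72 for the 176 pathways with at least 50 background genes. It fell to 0.08 when genes listed in both comparisons were left out, a setting that removes the genes that tie the lists together. The 0 terms that differed between the cell lines stayed 0 with at least 50 genes per term. The count was also 0 with whole lists, but there the 2281 shared genes enter both sides, so it shows no stability. In simulated lists Fisher's exact test missed most changes when these were spread over many terms, so a count of 0 does not exclude them.

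Of the 80 values of named terms and pathways, 35 passed in the main setting and 19 on the genes of a single comparison; the cause was not tested. In the settings run on named values, which leave out other thresholds and size limits, 396 of 515 comparisons stayed on the same side of the threshold and in the same direction, 24 became weaker, 58 became stronger and 37 crossed the background share, none of the last with a corrected p-value under the threshold in the new setting. Of the 58, 12 came from gene totals, 8 from each KEGG gene counted once and 8 from each removal of histone genes. A further 5 came from each removal of histone genes on shared genes, and all these settings were chosen later. The settings set before gave the rest, 6 from the hypergeometric test and 6 from shared genes alone. PI3K-Akt signaling pathway in HepG2 cells, for example, passed with gene totals (0.00463) and with each KEGG gene counted once (0.00301), and Transcriptional misregulation in cancer in HepG2 cells passed with gene totals (0.00356) and not when each KEGG gene was counted once (0.136). Systemic lupus erythematosus in Huh7 cells no longer passed with each KEGG gene counted once (0.123), where its background kept its size and its enrichment had to fall. It also did not pass without histone genes (0.207, or 0.472 with only the listed ones out of the background). On shared genes, ATP binding moved from above to below its background share in both cell lines and Cell cycle moved from below to above in both, each with a corrected p-value of 1. There pyrophosphatase activity (0.870, HepG2 cells) and AMPK signaling pathway (0.704, Huh7 cells) also crossed. On genes of a single comparison, FoxO signaling pathway and Transcriptional misregulation in cancer in Huh7 cells, Viral carcinogenesis in both, and cGMP-PKG signaling pathway and Complement and coagulation cascades in HepG2 cells crossed, each with a value of 1, and so did Protein digestion and absorption in Huh7 cells (0.952). On shared genes without histone genes, Cell cycle (0.935 and 0.939), AMPK signaling pathway in Huh7 cells (0.600), and Viral carcinogenesis and Alcoholism in both (1) crossed; with only the listed histone genes out of the background, the same values crossed (Cell cycle 0.937 and 0.940, AMPK signaling pathway 0.594, the others 1). With each KEGG gene counted once, Cell cycle in HepG2 cells (0.901) and Viral carcinogenesis in HepG2 (0.934) and Huh7 cells (1) crossed. On whole lists without histone genes, Viral carcinogenesis crossed in both (1) with either removal, and with only the listed ones out of the background so did Cell cycle (0.918) and Systemic lupus erythematosus (1) in HepG2 cells and Alcoholism in Huh7 cells (0.938). With each KEGG gene counted once, and on whole lists without histone genes, Cell cycle in HepG2 cells kept its 30 listed genes. Its crossing there came from the changed totals. The cause of the other crossings was not tested.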

Differences from the paper's values

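For the genes shared by the cell lines, the paper's Supplementary Table S9 gives an uncorrected p-value of 0.0152 for PI3K-Akt signaling pathway and 0.0162 for cGMP-PKG signaling pathway. The values by one-sided Fisher's exact test were p = 0.00806 and p = 0.00875. None of the alternatives set before the data were examined applies to these values. With 1 listed gene fewer in the pathway, a setting chosen after seeing the values, this Fisher's exact test gave p = 0.0122 and p = 0.0152, within 1.5 times of the paper's. With that setting, Viral carcinogenesis, for which 36 genes were found here against the paper's 37, moved from p = 0.0231 to p = 0.0361 by the exact test, where the paper has 0.0157. The paper's number of shared genes was 57 for PI3K-Akt signaling pathway and 30 for cGMP-PKG signaling pathway, and 59 and 32 were found here. With the paper's own gene numbers and 1 gene fewer, also chosen after seeing the values, Fisher's exact test gave p = 0.0160 for PI3K-Akt signaling pathway, p = 0.0164 for cGMP-PKG signaling pathway and p = 0.0160 for Viral carcinogenesis.

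The paper states that no pathway of the mRNAs was significant in both cell lines. With the listed genes counted inside the background, Systemic lupus erythematosus and Alcoholism passed in both, which makes 2 pathways.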

Other observations

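The tests of gene length in Table 1 and of shared against single-list genes were chosen only after the results had been seen, as was the explanation by the form of the pathway test, whose hypergeometric alternative was set before with totals recovered later; ribosomal protein genes were chosen as a family after the enrichment values had been seen, and what their test and that of single-list genes would show was written down before these were run.

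No pathway passed the threshold in both cell lines with the authors' p-values. One explanation is the form of the test, in which the list is set beside a background that already holds it. With the listed genes counted inside the background and all other numbers unchanged, 2 pathways were shared under the hypergeometric test, as this explanation requires.

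Ribosomal protein genes were rarely listed in either cell line. Of 86 cytosolic ribosomal protein genes, 4 were listed in HepG2 cells and 3 in Huh7 cells. A technical explanation is that these genes are short, with a median longest transcript of 1842 bases against 3153 for all protein-coding genes, and that short genes are called less often. Random lists of the same transcript lengths held a median of 18 listed genes in HepG2 cells and 17 in Huh7 cells. Of 10000 such lists, 1 in HepG2 cells and 0 in Huh7 cells held as few, so length alone does not account for it. Mitochondrial ribosomal protein genes, with 8 and 6 of 78 listed, were also below their matched lists, which held a median of 17 and 16. The level of expression could not be matched, so a hypothesis that abundant genes of stable level escape the calls stays open, as does any effect of the treatment on ribosome production.

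The GO terms of Table 1 passed the threshold in both cell lines. Listed genes had a slightly longer median transcript than other protein-coding genes (3332 against 3101 bases in HepG2 cells, 3270 against 3114 in Huh7 cells), so a bias towards long genes is a candidate explanation. With both sets of p-values corrected over the authors' 19463 terms, 90 terms in HepG2 cells and 72 in Huh7 cells passed without the length correction and not with it, while the 5 terms of Table 1 stayed under the threshold in both, which argues against gene length as the whole cause. A further explanation is that the same genes enter both lists. The shared list is smaller than that of HepG2-only genes, and all 5 terms pass on it. On HepG2-only genes, ion transmembrane transporter activity was at 1.17 times its share against 1.72 on shared genes (corrected p = 0.354, Fisher's exact test), and ion channel complex at 1.22 against 2.36 (corrected p = 0.508, same exact test). Both terms were more frequent among shared genes (adjusted p = 0.00624 in both, two-sided Fisher's exact test), as this explanation requires for HepG2 cells. For ion transmembrane transporter activity in Huh7 cells, genes listed only there gave a corrected p-value of 0.00884 by Fisher's exact test, just under the threshold, which argues against it for this term in this cell line. For the other 7 values, genes of a single list gave corrected p-values of 0.0155 to 0.259, and the shared and the single-list genes did not differ after adjustment (p = 0.123 to 0.753, two-sided Fisher's exact test), so the contribution of shared genes stays open there.

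For the mRNAs, apoptotic process, a term of Table 3 for circRNAs, held 550 listed genes of 2113 in HepG2 cells and 480 in Huh7 cells, 1.21 and 1.15 times its background share. In the authors' deposited table its corrected p-values were 7.89e-06 and 0.00765. Phosphorylation, a term of Tables 2 and 3, was at 1.20 and 1.12 times its background share; in the authors' deposited table it passed in HepG2 cells (0.000243) and not in Huh7 cells (0.106). In the same table, ion binding (0.000425 and 0.00168) and positive regulation of protein phosphorylation (2.70e-05 and 8.27e-05), both of Table 2, passed in both cell lines. Regulation of apoptotic process, a term of Table 3, also passed in both (7.95e-06 in HepG2 cells and 0.00351 in Huh7 cells). ATP binding and pyrophosphatase activity passed in neither cell line. Mitochondrion, a term of Table 2 for lncRNA targets, held 323 and 288 of 1734 genes, 0.863 and 0.842 times its share. Ubiquitin ligase complex held 52 and 44 of 286 genes, 0.842 and 0.780 times its share.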
